# Methylglyoxal, a glycolysis metabolite, triggers metastasis through MEK/ERK/SMAD1 pathway activation in breast cancer

**DOI:** 10.1186/s13058-018-1095-7

**Published:** 2019-01-23

**Authors:** Marie-Julie Nokin, Justine Bellier, Florence Durieux, Olivier Peulen, Gilles Rademaker, Maude Gabriel, Christine Monseur, Benoit Charloteaux, Lieven Verbeke, Steven van Laere, Patrick Roncarati, Michael Herfs, Charles Lambert, Jean Scheijen, Casper Schalkwijk, Alain Colige, Jo Caers, Philippe Delvenne, Andrei Turtoi, Vincent Castronovo, Akeila Bellahcène

**Keywords:** Breast cancer, Methylglyoxal, SMAD1, Metastasis, Carnosine, MAPK

## Abstract

**Background:**

Elevated aerobic glycolysis rate is a biochemical alteration associated with malignant transformation and cancer progression. This metabolic shift unavoidably generates methylglyoxal (MG), a potent inducer of dicarbonyl stress through the formation of advanced glycation end products (AGEs). We have previously shown that the silencing of glyoxalase 1 (GLO1), the main MG detoxifying enzyme, generates endogenous dicarbonyl stress resulting in enhanced growth and metastasis in vivo. However, the molecular mechanisms through which MG stress promotes metastasis development remain to be unveiled.

**Methods:**

In this study, we used RNA sequencing analysis to investigate gene-expression profiling of GLO1-depleted breast cancer cells and we validated the regulated expression of selected genes of interest by RT-qPCR. Using in vitro and in vivo assays, we demonstrated the acquisition of a pro-metastatic phenotype related to dicarbonyl stress in MDA-MB-231, MDA-MB-468 and MCF7 breast cancer cellular models. Hyperactivation of MEK/ERK/SMAD1 pathway was evidenced using western blotting upon endogenous MG stress and exogenous MG treatment conditions. MEK and SMAD1 regulation of MG pro-metastatic signature genes in breast cancer cells was demonstrated by RT-qPCR.

**Results:**

High-throughput transcriptome profiling of GLO1-depleted breast cancer cells highlighted a pro-metastatic signature that establishes novel connections between MG dicarbonyl stress, extracellular matrix (ECM) remodeling by neoplastic cells and enhanced cell migration. Mechanistically, we showed that these metastasis-related processes are functionally linked to MEK/ERK/SMAD1 cascade activation in breast cancer cells. We showed that sustained MEK/ERK activation in GLO1-depleted cells notably occurred through the down-regulation of the expression of dual specificity phosphatases in MG-stressed breast cancer cells. The use of carnosine and aminoguanidine, two potent MG scavengers, reversed MG stress effects in in vitro and in vivo experimental settings.

**Conclusions:**

These results uncover for the first time the key role of MG dicarbonyl stress in the induction of ECM remodeling and the activation of migratory signaling pathways, both in favor of enhanced metastatic dissemination of breast cancer cells. Importantly, the efficient inhibition of mitogen-activated protein kinase (MAPK) signaling using MG scavengers further emphasizes the need to investigate their therapeutic potential across different malignancies.

**Electronic supplementary material:**

The online version of this article (10.1186/s13058-018-1095-7) contains supplementary material, which is available to authorized users.

## Background

A key hallmark of cancer cells is their metabolic reprogramming consisting of enhanced aerobic glycolysis over oxidative respiration. This so called “Warburg effect” leads to the accumulation of methylglyoxal (MG), a highly toxic and reactive dicarbonyl, that spontaneously glycates proteins, nucleic acids and lipids [1]. The reaction of MG with the amino group of proteins leads to the formation of advanced glycation end-products (AGEs) such as hydroimidazolones (MG-Hs) and argpyrimidines [2]. To fight MG, mammalian cells developed a detoxifying system consisting of glyoxalases 1 and 2 (GLO1 and GLO2) that transform MG into D-lactate in the presence of reduced glutathione [3]. The imbalance between MG production and its detoxification results in MG adducts accumulation in cells identified as dicarbonyl stress. The consequences of this cellular stress have been mainly studied in the context of diabetes mellitus and its complications [4]. Collagen, laminin and mitochondrial proteins are examples of MG targets [5]. Because of their slow turnover, long-living proteins such as collagens are more prone to being glycated and cross-linked by MG [6]. Previously, we reported the consistent accumulation of MG protein adducts in patients with breast [7] and colon [8] cancers compared to their respective normal counterparts. Initially, MG was mostly considered a toxic molecule for both normal and cancer cells. Recently, using breast and glioblastoma cell lines, our group has demonstrated that low doses of MG promote tumor growth rather than inhibit it. This hormesis effect of MG seemingly reconciles contrasting data in the literature [9]. In fact, at sub-toxic doses, MG turns out to be beneficial to cancer cells as they acquire resistance to apoptosis and enhanced growth properties.

Furthermore, it remains controversial whether GLO1 in cancer acts as a tumor suppressor or oncogene. Several studies depicted GLO1 as an amplified and/or overexpressed oncogene associated with a poor prognosis in various types of malignant tumors, thus considering the inhibition of GLO1 activity as a potential anti-cancer therapy (for review [10]). Zender and collaborators [11] identified and validated GLO1 as a tumor suppressor gene in hepatocellular carcinoma and knockdown of GLO1 using short hairpin RNAs (shRNAs) increased tumor growth in vivo. In line with these data, we have recently reported that breast cancer cells stably depleted in GLO1 and, consequently, bearing a higher level of MG, exhibit significantly enhanced tumor growth and metastatic potential [12]. We have showed that MG glycates HSP90, which leads to nuclear accumulation of Yes-associated protein (YAP) and the blockade of the Hippo tumor suppressor pathway [12]. If this mechanism has shed some light on the pro-growth effect of MG, it did not provide any clues to explain how this metabolite might enhance the metastatic phenotype of breast cancer cells. Accordingly, the aim of the present study was to ascertain whether MG could specifically have an impact on essential processes and pathways governing migration and metastasis.

Comprehensive RNA-sequencing (RNASeq) analysis of GLO1-depleted cancer cells identified a metastatic transcriptomic signature involving genes tightly associated with cell migration and extracellular matrix (ECM) remodeling, such as collagens and tenascin C. We have demonstrated that MG-induced pro-metastatic signature is linked with the activation of the mitogen-activated protein kinase kinase (MEK)/extracellular signal-related protein kinase (ERK) pathway, which signals through activated SMAD1. We have further demonstrated that MEK/ERK-sustained activation in GLO1-depleted cells notably occurs through the down-regulation of dual specificity phosphate 5 (DUSP5) phosphatase expression upon MG stress in breast cancer cells. Overall, our study demonstrated for the first time that MG stress is able to change the ECM and to regulate migratory signaling pathways, both in favor of enhanced metastatic dissemination of breast cancer cells.

## Methods

### Cell culture and reagents

MDA-MB-231 and MCF7 cancer cell lines were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). MDA-MB-468 cells were kindly provided by Dr C. Gilles (University of Liège, Belgium). Cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Lonza) containing 10% fetal bovine serum (FBS, ThermoFisher Scientific) and 2 mM L-glutamine (Lonza). For cell signaling analysis, cells were cultured in DMEM with L-glutamine and without FBS. L-carnosine (C9625), aminoguanidine (396494) and methylglyoxal (MG, M0252) were from Sigma. We excluded the presence of significant formaldehyde contamination (< 3%) in MG (lot #BCBQ9416V) by nuclear magnetic resonance (NMR) analysis. Transforming growth factor (TGF)β (#10021) was from Peprotech. U0126 (S1102) was from Selleckchem. Anti-argpyrimidine antibody (mAb6B) specificity has been previously confirmed by competitive enzyme-linked immunosorbent assay (ELISA) and shown to not react with other MG-arginine adducts [13].

### Extracellular MG quantification

MG measurements were performed as previously described [12]. Briefly, culture medium was collected from GLO1-silenced MDA-MB-231 cells and the corresponding attached cells were counted to normalize MG measurements. Levels of MG were determined by derivatization with O-phenylenediamine (oPD) and analyzed by stable isotope dilution ultra-performance liquid chromatography tandem mass spectrometry (UPLC-MS/MS) as described previously [14].

### In vivo metastatic breast cancer models

All animal experimental procedures were performed according to the Federation of European Laboratory Animal Sciences Associations (FELASA) and were reviewed and approved by the Institutional Animal Care and Ethics Committee of the University of Liège. Animals were housed in the GIGA-accredited animal facility (University of Liège). Eight-week-old female NOD-SCID mice were inoculated via the tail vein with MDA-MB-231 shNT, shGLO1#1 and #2 cells (500000cells/200 μl phosphate-buffered saline (PBS)) and were monitored for 6 weeks for development of metastases. Mice received intra-peritoneal (IP) injection of carnosine (100 mg/kg) three times per week from the day of the engraftment until the end of the experiment (*n* = 12–14 per condition). Lungs were collected and embedded in paraffin for immunohistochemical analysis (IHC).

### Immunohistochemical analysis (IHC)

IHC was performed using a standard protocol as described previously [12] using the following antibodies: anti-vimentin (1:4, clone V9, Ventana Medical Systems), anti-tenascin C (1:1000, ThermoFisher Scientific) and anti-collagen VI α3 (1:200, Sigma). Positive cells were visualized using a 3,3′-diaminobenzidine substrate and the sections were counterstained with hematoxylin. Tissue sections incubated without primary antibody showed no detectable immunoreactivity. Tissue was stained with hematoxylin eosin and Masson's trichrome using standard protocols.

### Evaluation of IHC staining

For vimentin IHC, three different whole immunolabeled tissue sections per lung were digitalized at high resolution (Ventana iScan HT, Ventana Medical Systems). Vimentin-positive metastatic cells were quantified by computerized counts (QuPath 0.1.2 open source software) and verified by manual counting. The number of positive cells to lung area was reported, yielding a count expressed as the number of cells per square millimeter. For tenascin C IHC and Masson’s trichrome staining, a score of 0 was associated with negative staining and a score of 1 with positive staining in tumor cells.

### Plasmids, shRNA and small interfering RNA (siRNA) transfection, quantitative reverse transcription-PCR (qRT-PCR), western blot and immunofluorescence

Standard protocols are detailed in Additional file 1: Supplementary methods.

### Collagen retraction assay

Collagen gels were made as previously described [15]. Briefly, DMEM containing 10% fetal calf serum (FCS) was prepared at the appropriate concentration and at pH 8.3 to accommodate the addition of bovine skin collagen (3 mg/ml final concentration) in HAc 0.1% and MDA-MB-231 (300.000 cells/gel). After polymerization of the collagen, the gels were detached from the walls of the dishes by gentle tapping and swirling. Gel diameter was measured at regular intervals and collagen gel areas were calculated.

### Migration and invasion assays

MDA-MB-231 and MDA-MB-468 cells (2 × 10^5^ cells) were suspended in serum-free DMEM medium (0.1% bovine serum albumin (BSA), 1% penicillin/streptomycin (pen/strep)) and seeded into the upper part of Transwell filters (pore size 8 μm, Costar) for migration or Transwell filters precoated with Matrigel for invasion (BD Biosciences). The lower compartment was filled with DMEM containing 1% BSA, 1% pen/strep and 10% FBS. After 16 h or 24 h incubation at 37 °C for migration and invasion, respectively, migrating cells were stained with Diff-Quick (Medion Diagnostics). Inserts were scanned at 10× magnification (Eclipse Ti, Nikon). The area covered by migrating/invading cells was quantified by densitometry (ImageJ). Data are expressed as relative migration/invasion ability compared to control cells.

### Extracellular flux analyzes

MCF7 (15,000 cells/well) and MCF7-M (60,000 cells/well) cells were seeded in Seahorse XFp mini-plates (Agilent) and analyzed using the Seahorse glycolysis stress test according to manufacturer’s recommendations. Cells were first challenged with glucose (10 mM) then successively stressed with oligomycin (1 μM) and 2-deoxyglucose (50 mM). All results were normalized to protein quantification.

### Glucose uptake

Cells were incubated in glucose-free medium in the presence of 2-NBDG (ThermoFisher Scientific) for 30 min and further analyzed by flow cytometry (BD Biosciences). Median fluorescence intensity (MFI) was calculated.

### GLO1 activity assay

GLO1 activity was assessed as previously described [7]. Briefly, proteins were extracted with radioimmunoprecipitation (RIPA) buffer, quantified and mixed with a pre-incubated (15 min at 25 °C) equimolar (1 mM) mixture of MG and GSH (Sigma) in 50 mM sodium phosphate buffer, pH 6.8. S-D-lactoylglutathione formation was followed spectrophotometrically by the increase in absorbance at 240 nm at 25 °C. GLO1 activity data are expressed as arbitrary units (A.U.) of enzyme per milligram of proteins.

### Statistical analysis

Data from two groups were compared using the unpaired Student’s *t* test with or without Welsch’s correction according to homoscedasticity. Experimental data from more than two groups were compared using one-way or two-way analysis of variance (ANOVA) depending on the number of grouping factors. Dunnett’s test was applied for simple comparisons while Student-Newman-Keul’s (one-way ANOVA) or Bonferroni’s (two-way ANOVA) tests were used for multiple comparisons. In the case of discrete variables (IHC scores) or non-normally distributed variables, groups were compared using Mann-Whitney’s U test. Outliers were detected using whisker box plots. A bilateral *p* value <0.05 was considered statistically significant with a 95% confidence interval.

## Results

### RNASeq analysis of GLO1-depleted MDA-MB-231 breast cancer cells highlights a pro-metastatic signature

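MDA-MB-231 is a triple-negative breast cancer line, and GLO1 encodes the enzyme that detoxifies MG. GLO1 mRNA was 317 ± 5.63 CPM (normalized counts scaled to library size) in cells with a non-targeting shRNA (shNT), 65.4 ± 0.955 in the shGLO1#1 clone and 14.7 ± 0.760 in the shGLO1#2 clone (SD, n = 3 libraries each). Across replicates 1, 2 and 3 it was 323, 312 and 317 CPM in shNT cells. The shGLO1#1 libraries held 64.2, 65.9 and 65.9 CPM, and the shGLO1#2 libraries held 14.6, 15.5 and 14.0 CPM. The log2 fold change against shNT was -2.28 in shGLO1#1 (SE 0.05, adjusted p = 7.60e-12 from edgeR's quasi-likelihood test). In shGLO1#2 it was -4.43 (SE 0.06, adjusted p = 7.89e-15 from the same test). Between the clones GLO1 mRNA was lower in shGLO1#2, with a log2 fold change of -2.15.
The authors prepared 9 sequencing libraries from total RNA with a TruSeq RNA kit, aligned the reads to hg19 with TopHat2 2.1.1 and deposited raw counts per gene symbol from HTSeq. The sources used here name neither the gene annotation nor the strand setting of HTSeq. The libraries held 15314238 to 18495576 counts on genes, which were 77.1 to 79.5% of all counted alignments. Of the 26364 genes listed, 13704 passed edgeR's filter on low counts and were tested. Counts were normalized by TMM, and each shGLO1 clone was compared with shNT in a model of all 9 libraries. A gene was called changed at an adjusted p under 0.05 and an absolute log2 fold change over 1. Each condition is a single stable line, so the tests measure the spread between libraries of a line and not between independently made lines.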

In an attempt to unveil the mechanisms by which MG stress enhances the metastatic potential of breast cancer cells, we performed genome-wide messenger RNA (mRNA) profiling of MDA-MB-231 GLO1-depleted cells. We first validated GLO1 depletion by western blot and the subsequent increased MG production in stably GLO1-silenced MDA-MB-231 cells (Fig. 1a and Additional file 2: Figure S1A). 

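Among genes past the fold change limit, more rose than fell in each GLO1-depleted clone. In shGLO1#1, 1197 genes changed against shNT, 820 higher and 377 lower, by edgeR's quasi-likelihood test and the fold change limit. In shGLO1#2, 1052 genes changed, 697 higher and 355 lower, by the same criteria. With no fold change limit the balance turned, with 3101 higher and 3166 lower genes in shGLO1#1 and 2510 higher and 2711 lower in shGLO1#2. UCA1 and CCAT1, long noncoding RNAs that are raised in several carcinomas, fell in shGLO1#1. UCA1 was 64.1 ± 11.5 CPM in shNT, 2.95 ± 0.344 in shGLO1#1 and 50.8 ± 9.36 in shGLO1#2 (SD, n = 3 each). Its log2 fold change was -4.45 in shGLO1#1 (SE 0.19, adjusted p = 4.09e-09 from edgeR's quasi-likelihood test) and -0.34 in shGLO1#2 (adjusted p = 0.0642). CCAT1 had a log2 fold change of -4.62 in shGLO1#1 (SE 0.26, adjusted p = 3.31e-08 from the same test) and -0.34 in shGLO1#2 (adjusted p = 0.111).
The noncoding LINC-ROR (log2 fold change -3.49) and KBTBD11 (-3.49) also fell in shGLO1#1. PROM2, a membrane protein related to prominin-1, rose in shGLO1#1 (3.67), as did the adaptor SHC2 (3.97) and the protocadherin PCDH18 (3.64). With the replicate number as a block, PCDH18 was also called higher in shGLO1#2 (1.68, adjusted p = 0.0322), as was PROM2 without shGLO1#2 replicate 1 (1.48). FLRT3, an adhesion molecule whose gene lies within MACROD2, was 24.1-fold higher in shGLO1#1 than in shNT (95% interval 6.34 to 204, from 2 counts in shNT). PTGFRN was 116-fold higher (20.4 to 4610, from 1 count in shNT). COL11A1, a fibrillar collagen chain, rose in shGLO1#2 from 0.405 ± 0.143 CPM in shNT to 21.5 ± 12.2 (SD, n = 3 each), a log2 fold change of 5.67 (SE 0.48, adjusted p = 1.00e-06 from edgeR's quasi-likelihood test). ACVRL1, a receptor of the TGF-beta family, was 77.5-fold higher in shGLO1#2 (13.5 to 3100, from 1 count in shNT). LINC00632 was 76.1-fold higher (20.7 to 634, from 2 counts). BEND4 and MAGEC3 had no count in shNT and were at least 25.8-fold and 20.4-fold higher in shGLO1#2, against a floor of 3 counts over the group. BEND4 was also at least 3.40-fold higher in shGLO1#1, where it was called with DESeq2, with no filter on low counts and with the replicate block. FAM50B (-4.56), LRRTM3 (-3.25, a gene within CTNNA3), SCEL (-3.29) and MALRD1 (-3.20) fell in shGLO1#2. MTMR8 was 34.5-fold lower (9.17 to 291, from 2 counts), and it was also called lower in shGLO1#1 without shNT replicate 3 (-1.02). The intervals are exact (Clopper-Pearson) and cover counting error only. All of these genes also differed between the clones in edgeR's test, which the rule that chose them required. Of the 620 genes called in shGLO1#1 and not in shGLO1#2, 310 were also called between the clones, as were 277 of the 475 genes called in shGLO1#2 alone.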

Using a workflow consisting of RNASeq followed by ToppFun analysis (Fig. 1b), we have identified 809 and 738 genes that were significantly differentially expressed in shGLO1#1 and #2, respectively, when compared to control cells. 

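Of the genes called in both clones, 550 moved in the same direction and 27 in opposite directions. KISS1, a metastasis suppressor, and CEMIP, a protein of hyaluronan breakdown, were among the 27. KISS1 was 3.55 ± 0.878 CPM in shNT, 0.230 ± 0.0976 in shGLO1#1 and 8.99 ± 1.08 in shGLO1#2 (SD, n = 3 each). It fell in shGLO1#1 with a log2 fold change of -3.89 (SE 0.33, adjusted p = 8.73e-07 from edgeR's quasi-likelihood test) and rose in shGLO1#2 with one of 1.35 (SE 0.19, adjusted p = 6.81e-05). CEMIP rose in shGLO1#1 (1.77, SE 0.17, adjusted p = 2.74e-06) and fell in shGLO1#2 (-2.60, SE 0.25, adjusted p = 3.41e-06). The ubiquitin ligase gene RNF128 rose in shGLO1#1 (1.28) and fell in shGLO1#2 (-2.90). C16orf45 did so too, with log2 fold changes of 1.96 and -2.17. STXBP6, a partner of SNARE proteins, rose in shGLO1#2 (7.12, SE 0.25, adjusted p = 9.65e-10). In shGLO1#1 it was 7.56-fold lower than in shNT, with a 95% interval of 0.971 to 341 from 1 count. That call ended with DESeq2 (-2.81) and with no filter on low counts (-2.52). It also ended without shNT replicate 2 or 3, shGLO1#1 replicate 1 or 2, or shGLO1#2 replicate 1. The opposite direction of STXBP6 therefore rests on few counts.
Across the 13704 genes, the log2 fold changes of the clones against shNT had a Pearson's r of 0.60 and a Spearman's rho of 0.44. Among the 1672 genes called in at least 1 clone, r was 0.64. Genes are not independent replicates, so no p is given. The clones share their shNT libraries, and simulated unchanged groups that share a control had a mean r of 0.51 (0.49 to 0.53 in 20 simulations). The covariance of the log2 fold changes was 0.312 in the data and 0.0141 in the simulations. The difference of 0.298 estimates what the clones have in common against shNT, which includes any trait of the shNT line itself.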

ShGLO1#1 and #2 clones had consistent gene modulation and overall good correlation (Fig. 1c and Additional file 2: Figure S1B). 

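KALRN, a guanine nucleotide exchange factor, GNAO1, a G protein subunit, and SALL2, a zinc finger factor, rose strongly in both GLO1-depleted clones. KALRN was 0.140 ± 0.0775 CPM in shNT, 2.12 ± 0.629 in shGLO1#1 and 8.92 ± 1.56 in shGLO1#2 (SD, n = 3 each). Its log2 fold change was 3.79 in shGLO1#1 (SE 0.43, adjusted p = 1.08e-05 from edgeR's quasi-likelihood test) and 5.87 in shGLO1#2 (SE 0.34, adjusted p = 4.85e-08). GNAO1 had log2 fold changes of 5.94 (SE 0.32, adjusted p = 2.28e-08) and 4.89 (SE 0.36, adjusted p = 3.42e-07). SALL2 had log2 fold changes of 5.28 and 3.93, and HCLS1, an actin-binding protein of blood cells, 4.22 and 3.74. S1PR3, a receptor for sphingosine 1-phosphate, was 39.5-fold higher in shGLO1#1 (95% interval 13.2 to 194) and 32.9-fold higher in shGLO1#2 (10.9 to 162), from 3 counts in shNT. From 1 count in shNT, RTN1 was 31.5-fold (5.28 to 1280) and 94.8-fold (16.6 to 3780) higher. PCBP3 was 19.5-fold (3.13 to 805) and 57.4-fold (9.92 to 2306) higher, also from 1 count. ADD2 and TNS1, which encode cytoskeletal proteins, had no count in shNT. ADD2 was at least 4.32-fold and 74.3-fold higher, and TNS1 at least 2.47-fold and 122-fold higher, against a floor of 3 counts over the group.
MARCH1, a ubiquitin ligase that acts on MHC class II, fell from 18.3 ± 2.71 CPM in shNT to 0.932 ± 0.202 in shGLO1#1 and 0.644 ± 0.270 in shGLO1#2 (SD, n = 3 each). Pregnancy-specific glycoproteins, secreted relatives of the CEACAM adhesion molecules, fell as well. PSG9 had log2 fold changes of -4.13 (SE 0.19, adjusted p = 7.09e-09 from edgeR's quasi-likelihood test) and -4.35 (SE 0.20, adjusted p = 1.01e-08), PSG7 of -5.83 and -5.78, and PSG8 of -4.56 and -4.51. PSG6 was 45.3-fold (12.2 to 381) and PSG2 44.8-fold (12.0 to 376) lower in shGLO1#1, from 2 counts each, and their log2 fold changes in shGLO1#2 were -4.03 and -4.02. The PSG genes are near-identical paralogs that may share reads. MAGEB1, a cancer-testis antigen, and TSPYL5 had no count in either clone. MAGEB1 was at least 38.9-fold lower in shGLO1#1 and 37.6-fold lower in shGLO1#2, and TSPYL5 at least 20.9-fold and 20.2-fold lower. DKFZp434J0226 was 381-fold (67.9 to 15093) and 369-fold (65.8 to 14607) lower, from 1 count in each clone. DISC1FP1 had a log2 fold change of -6.00 in shGLO1#1 and was at least 90.2-fold lower in shGLO1#2.
In all, 577 genes were called in both clones. Of these, 395 were higher in both, 155 were lower in both and the rest moved in opposite directions. Independent lists of these sizes would share 41.7 higher and 9.77 lower genes, and simulated unchanged groups shared 0. Part of the excess may come from the shared shNT libraries, which are too few to be divided. Among those with the same direction, 111 also differed between the clones.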

Among differentially expressed genes, 337 genes were common to both shGLO1 clones, among which 323 genes were consistently up-regulated or down-regulated (Fig. 1d). 

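Several genes of the ECM rose in GLO1-depleted cells and others fell. SPARC, a collagen-binding matrix protein, MFAP2, a component of microfibrils, and LAMA4, a laminin chain of vascular basement membranes, rose in both clones. SPARC had log2 fold changes of 2.80 in shGLO1#1 (SE 0.61, adjusted p = 0.00203 from edgeR's quasi-likelihood test) and 3.25 in shGLO1#2 (SE 0.58, adjusted p = 5.25e-04). MFAP2 rose from 4.10 ± 0.307 CPM in shNT to 10.3 ± 0.848 in shGLO1#1 and 14.2 ± 1.76 in shGLO1#2 (SD, n = 3 each). EMILIN2, an elastic fiber glycoprotein, fell in shGLO1#2 (log2 fold change -3.03) and was at 0.46 in shGLO1#1 (adjusted p = 0.0629).
Of 28 matrix glycoproteins tested, 8 were higher and 1 was lower in shGLO1#1, and 5 were higher and 2 lower in shGLO1#2. These counts were the same when adjusted over the list alone. The list moved up in shGLO1#1 (adjusted p = 0.0133 from camera; adjusted p = 0.284 with an estimated correlation) and did not pass the test in shGLO1#2 (adjusted p = 0.181). Among 10 laminins, LAMA4 was the gene called in either clone, with log2 fold changes of 1.34 and 1.48, also when adjusted over the list alone. The laminins moved up in shGLO1#1 (camera adjusted p = 0.0204; adjusted p = 0.284 with an estimated correlation) but not past the test in shGLO1#2 (adjusted p = 0.658).
HAS2, a hyaluronan synthase whose gene overlaps the antisense HAS2-AS1, rose in both clones (1.48 and 2.47). ADAMTS7, a secreted protease, had log2 fold changes of 3.11 and 3.32, and RECK, an inhibitor of matrix metalloproteinases, of 1.25 and 1.48. The membrane metalloproteinase MMP24 fell (-1.52 and -1.89). Of 47 matrix proteases, inhibitors and cross-linkers, 6 were higher and 2 lower in shGLO1#1, and 7 were higher and 2 lower in shGLO1#2 (6 and 2, and 8 and 2, when adjusted over the list alone). This list moved up in shGLO1#1 (camera adjusted p = 1.17e-04; adjusted p = 0.284 with an estimated correlation) and in shGLO1#2 (adjusted p = 0.0110; adjusted p = 0.292 with an estimated correlation). Proteoglycans went both ways. SPOCK3, a testican, rose in both clones (3.19 and 1.35), and FMOD, a regulator of collagen fibrils, rose in shGLO1#2 (2.64). CSPG4, a membrane proteoglycan, fell in both clones (-1.27 and -1.14), with -0.99 and -0.85 without shNT replicate 1, short of the fold change limit. Of 16 tested, 4 were higher and 3 lower in shGLO1#1 and 3 were higher and 2 lower in shGLO1#2, also when adjusted over the list alone (camera adjusted p = 0.865 and 0.598).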

Based on Gene Ontology analysis, differentially expressed genes were associated with key steps in the metastatic cascade including cell adhesion, migration and ECM reorganization (Fig. 1e). Globally, 196 and 184 significantly modulated genes were linked to migration and adhesion processes in shGLO1#1 and #2, respectively. 

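The adhesion molecules that moved in these cells included the E- and N-cadherins, which fell, and the beta protocadherins, which rose. CDH1, the E-cadherin of epithelial junctions, was 26.1 ± 9.03 CPM in shNT, 1.81 ± 0.329 in shGLO1#1 and 0.516 ± 0.0283 in shGLO1#2 (SD, n = 3 each). The CDH1 log2 fold change was -3.85 (SE 0.26, adjusted p = 1.29e-07 from edgeR's quasi-likelihood test) in shGLO1#1 and -5.64 (SE 0.33, adjusted p = 4.25e-08) in shGLO1#2. CDH2, the N-cadherin of mesenchymal cells, fell too (-2.43 and -2.96), while CDH12 rose (2.64 and 3.16) and CDH3 rose in shGLO1#2 (3.79). Of 19 cadherins and desmosomal cadherins tested, 1 was higher and 2 were lower in shGLO1#1, and 3 were higher and 4 lower in shGLO1#2, also when adjusted over the list alone (camera adjusted p = 0.617 and 0.798).
All 13 beta protocadherins tested, adhesion proteins of neurons, rose in shGLO1#1 and 12 rose in shGLO1#2, also when adjusted over the list alone. PCDHB2 rose from 0.579 ± 0.257 CPM in shNT to 7.34 ± 0.288 and 7.69 ± 1.32 (SD, n = 3 each). PCDHB3 had log2 fold changes of 3.17 and 3.97, PCDHB6 of 3.55 and 2.42, and PCDHB10 of 2.92 and 2.19. These genes are paralogs in a single cluster and may share reads. The list moved up in both clones (camera adjusted p = 5.79e-07 in shGLO1#1 and 2.24e-06 in shGLO1#2; adjusted p = 0.284 with an estimated correlation in each). Of 13 gamma protocadherins, which overlap each other in the genome, 4 were higher and 0 lower in shGLO1#1, and 1 was higher and 1 lower in shGLO1#2 (4 and 0, and 0 and 0, when adjusted over the list alone). With DESeq2, with a filter at a mean of 1 CPM, and without shNT replicate 1 or 3 or shGLO1#2 replicate 3, no gamma protocadherin was called in shGLO1#2. PCDHGB1 rose in shGLO1#1 (1.34). The gamma list moved up in shGLO1#1 (camera adjusted p = 0.0238; adjusted p = 0.357 with an estimated correlation) and was at an adjusted p of 0.824 in shGLO1#2. No alpha protocadherin had enough counts to be tested.
ITGB8, an integrin chain that activates TGF-beta, rose in both clones (2.05 and 2.54), and ITGA2, a chain of a collagen receptor, rose in shGLO1#1 (1.30) and was at 0.41 in shGLO1#2. ITGB2, the integrin chain of leukocytes, whose gene overlaps ITGB2-AS1, fell (-1.84 and -1.32). Of 15 integrins, 3 were higher and 1 was lower in shGLO1#1, and 1 was higher and 1 lower in shGLO1#2, also when adjusted over the list alone. The integrins moved up in shGLO1#1 (camera adjusted p = 0.0204; adjusted p = 0.466 with an estimated correlation) and were at an adjusted p of 0.658 in shGLO1#2. CEACAM1, a cell-cell adhesion molecule, rose in both clones (2.27 and 4.25), as did CNTN5, a neuronal contactin (1.70 and 1.82). Of 34 immunoglobulin-type and other adhesion molecules, 10 were higher and 3 lower in shGLO1#1, and 10 were higher and 1 lower in shGLO1#2, also when adjusted over the list alone (camera adjusted p = 0.162 and 0.273).
Several guidance receptors of cell migration rose as well. PLXNA4, a semaphorin receptor, had log2 fold changes of 2.65 and 2.44, and the ephrin receptor EPHB3 of 2.02 and 2.75, while EPHB1 fell (-2.86 and -2.96). Of 53 guidance and Eph receptor genes, 16 were higher and 5 lower in shGLO1#1, and 10 were higher and 1 lower in shGLO1#2, also when adjusted over the list alone. This list moved up in shGLO1#1 (camera adjusted p = 7.89e-05; adjusted p = 0.310 with an estimated correlation) and in shGLO1#2 (adjusted p = 0.0152; adjusted p = 0.472 with an estimated correlation). CXCR4, the chemokine receptor tied to homing of breast cancer cells, fell from 46.8 ± 4.91 CPM in shNT to 0.80 ± 0.158 in shGLO1#1 and 7.84 ± 0.503 in shGLO1#2 (SD, n = 3 each). Of 10 chemokines and their receptors, 1 was higher and 2 were lower in each clone (1 and 1 in shGLO1#1 and 1 and 2 in shGLO1#2 when adjusted over the list alone), with camera adjusted p = 0.675 and 0.766. Some of these calls ended under several alternatives. CXCL16 was no longer called lower in either clone with DESeq2 or without shNT replicate 2 (-0.76 and -0.94). Its call also ended without replicate 1 or 3 of the shGLO1 clone compared, and in shGLO1#1 with upper quartile or library size scaling. CXCL1 was no longer called higher in shGLO1#2 with DESeq2, with no filter on low counts, or when any single library of shGLO1#1, shNT replicate 1 (0.84) or 3, or shGLO1#2 replicate 3 (0.78) was left out. The paper reasons from the Gene Ontology terms of its differentially expressed genes, which it associates with adhesion, migration and the ECM (Fig. 1e).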

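SLIT2, a secreted guidance ligand, and WNT5A, a Wnt ligand that promotes cell motility, rose in both GLO1-depleted clones, and PLEKHA7, a protein of adherens junctions, and SLAMF7, a receptor of immune cells, fell. SLIT2 was 5.84 ± 1.95 CPM in shNT, 22.9 ± 1.61 in shGLO1#1 and 26.4 ± 2.06 in shGLO1#2 (SD, n = 3 each). The SLIT2 log2 fold change in shGLO1#1 was 1.96 (SE 0.17, adjusted p = 9.38e-07 from edgeR's quasi-likelihood test), and the rise in shGLO1#2 had an adjusted p of 5.27e-07. WNT5A had log2 fold changes of 2.06 (SE 0.42, adjusted p = 0.00122) and 2.65 (SE 0.40, adjusted p = 1.46e-04). PLEKHA7 fell from 224 ± 41.8 CPM to 59.9 ± 14.1 and 45.8 ± 8.22, with log2 fold changes of -1.91 (SE 0.16, adjusted p = 8.89e-07) and -2.30 (SE 0.17, adjusted p = 3.42e-07). SLAMF7 had log2 fold changes of -1.53 and -1.34, and PCDH7, a protocadherin, of -2.60 and -2.17. The endocytic receptor LRP1 rose by log2 fold changes of 1.57 and 1.45, and the growth factor PTN by 3.09 and 1.97. CYFIP2, a regulator of actin, rose more in shGLO1#2 (4.54) than in shGLO1#1 (2.09).
The heatmap of Fig. 1f names genes drawn as higher or lower in both clones. All 60 legible names drawn as higher were called higher in each clone, and all 27 drawn as lower were called lower. The study chose these genes on the same libraries, so the tally is not independent evidence of their direction, and no test was run over them.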

The combination of these two sets of genes resulted in a unique dicarbonyl stress signature consisting of 296 genes related to the pro-metastatic behavior of breast cancer cells, with 89 differentially expressed genes common between the two shGLO1 clones (Fig. 1f).

**Fig. 1:**
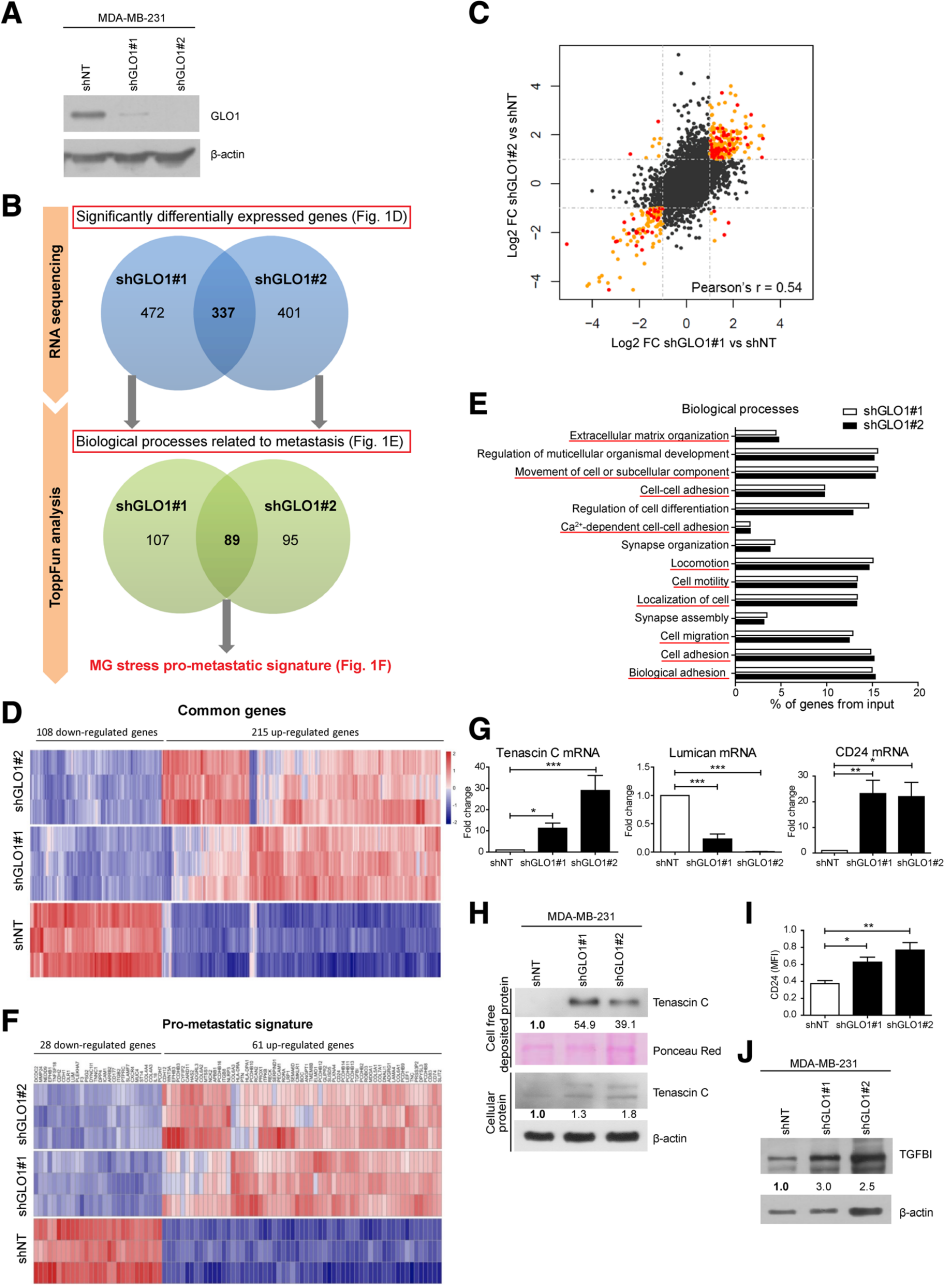
RNA sequencing analysis of glyoxalase 1 (GLO1)-depleted MDA-MB-231 cells highlights a pro-metastatic signature related to methylglyoxal (MG) stress. **a** GLO1 protein level in shNT, shGLO1#1 and #2 MDA-MB-231 cells. β-actin protein is used as loading control. Western blot is representative of three independent experiments. **b** Different steps of the high-throughput transcriptome analysis of GLO1-depleted MDA-MB-231 cells. **c** Correlation analysis of messenger RNA (Mrna) expression changes measured upon GLO1 depletion in shGLO1 (#1 and #2) clones when compared to shNT clone. Orange and red dots represent genes that are significantly differentially expressed (*q* < 0.05 and log2 fold change (FC) > 1). Red dots represent genes of the pro-metastatic signature. **d** Heatmap representing gene expression levels in the three replicates of all three conditions (shNT, shGLO1#1 and shGLO1#2 MDA-MB-231 cells) for genes significantly differentially expressed for both shGLO1 clones. Color scale corresponds to the expression *Z*-score across all samples calculated for each gene. **e** Significantly differentially expressed genes were analyzed for their gene ontology using ToppFun Suite software. Graph represents the percentage of genes from the input in the 12 most significantly affected biological processes for both shGLO1#1 and shGLO1#2 cells. Biological processes underlined in red are involved in the metastatic cascade. **f** All the genes listed in the biological processes related to metastasis were defined as the pro-metastatic gene signature of GLO1-depleted MDA-MB-231 cells. Down-regulated and up-regulated genes of the pro-metastatic gene signature are represented in a heatmap. Color scale corresponds to *Z*-score. **g** Tenascin C, Lumican and CD24 mRNA levels were assessed by qRT-PCR in GLO1-depleted MDA-MB-231 cells. **h** Tenascin C protein expression was detected in both cell-free deposited protein extracts and total cellular proteins of shGLO1 cells. **i** Cell surface CD24 protein level was assessed by flow cytometry. **j** TGFBI protein expression in GLO1-depleted MDA-MB-231 cells was assessed by western blot. All immunoblot data were quantified by densitometric analysis and normalized for ponceau red or β-actin. Numbers represent fold increase relative to the condition shown with bold number. Western blots are representative of two independent experiments. Data were analyzed using one-way analysis of variance followed by Dunnett post-hoc test and shown as mean values ± SEM of three independent experiments. *p < 0.05, **p < 0.01 and ***p < 0.001

### MG-stress-related pro-metastatic signature highlights the regulation of major ECM proteins by breast cancer cells

We validated the expression level of remarkable up-regulated and down-regulated genes known to be linked to the metastatic potential of cancer cells (Additional file 2: Table S1). 

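TNC, which encodes the matrix protein tenascin C, and CD24, a membrane glycoprotein of adhesion, rose in both GLO1-depleted clones, and LUM, which encodes the proteoglycan lumican, fell. TNC was 9.55 ± 5.98 CPM in shNT, 50.6 ± 11.6 in shGLO1#1 and 50.9 ± 12.2 in shGLO1#2 (SD, n = 3 each). Its log2 fold change was 2.40 in shGLO1#1 (SE 0.32, adjusted p = 4.17e-05 from edgeR's quasi-likelihood test) and 2.41 in shGLO1#2 (SE 0.32, adjusted p = 4.83e-05). CD24 rose from 1.62 ± 0.638 CPM to 13.1 ± 2.38 in shGLO1#1 and 10.7 ± 1.54 in shGLO1#2, with log2 fold changes of 3.01 (SE 0.23, adjusted p = 2.65e-07 from the same test) and 2.73 (SE 0.23, adjusted p = 1.07e-06). LUM was 4.73 ± 0.745 CPM in shNT, 0.901 ± 0.159 in shGLO1#1 and 0.277 ± 0.193 in shGLO1#2. Its log2 fold changes were -2.39 (SE 0.27, adjusted p = 1.02e-05 from edgeR's quasi-likelihood test) and -4.06 (SE 0.34, adjusted p = 9.82e-07), and it was lower in shGLO1#2 than in shGLO1#1. TGFBI, a matrix protein induced by TGF-beta, rose from 25.3 ± 3.31 CPM to 68.0 ± 1.73 and 54.5 ± 0.297 (SD, n = 3 each). This was a log2 fold change of 1.42 in shGLO1#1 (SE 0.08, adjusted p = 3.46e-08 from the same test) and 1.10 in shGLO1#2 (SE 0.08, adjusted p = 3.80e-07).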

Using RT-qPCR, tenascin C and CD24 mRNA levels proved to be significantly overexpressed in GLO1-depleted cells (Fig. 1g). Lumican, a small leucine-rich proteoglycan the down-regulation of which has been associated with lung invasion in different cancer types, was significantly inhibited at the mRNA level upon MG stress (Fig. 1g). In order to demonstrate that MG stress directly regulates the expression of these genes, we treated MDA-MB-231 cells with MG. Similar to GLO1 silencing, MG treatment significantly increased tenascin C and CD24 mRNA levels and decreased lumican mRNA level (Additional file 2: Figure S1C). At the protein level, tenascin C overexpression was evidenced in both total protein extracts and secreted proteins deposited by cultured GLO1-depleted cells (Fig. 1h) while increased CD24 cell surface expression was confirmed using fluorescence-activated cell sorting (FACS) analysis (Fig. 1i). TGFBI, an RGD-containing ECM protein that binds to collagens, was also increased in GLO1-silenced MDA-MB-231 cells (Fig. 1j). 

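COL4A3 and COL4A4, basement membrane collagen chains, fell in both GLO1-depleted clones, and the COL6A1, COL6A2 and COL6A3 chains of microfibrillar collagen rose. COL4A4 was 38.9 ± 6.89 CPM in shNT, 4.14 ± 1.21 in shGLO1#1 and 6.62 ± 1.05 in shGLO1#2 (SD, n = 3 each). COL4A4 had a log2 fold change of -3.22 (SE 0.18, adjusted p = 3.46e-08 from edgeR's quasi-likelihood test) in shGLO1#1 and -2.55 (SE 0.17, adjusted p = 1.81e-07) in shGLO1#2. COL4A4 overlaps RHBDD1, so some reads may belong to that gene. COL4A3 fell from 12.7 ± 4.37 CPM to 0.920 ± 0.0920 and 1.75 ± 0.501, with log2 fold changes of -3.77 (SE 0.28, adjusted p = 2.70e-07) and -2.85 (SE 0.26, adjusted p = 1.80e-06).
COL6A1 rose from 8.16 ± 3.20 CPM to 49.4 ± 1.97 in shGLO1#1 and 54.0 ± 11.6 in shGLO1#2, with log2 fold changes of 2.59 (SE 0.21, adjusted p = 5.35e-07 from the same test) and 2.72 (SE 0.21, adjusted p = 5.07e-07). COL6A2 was 0.305 ± 0.0947 CPM in shNT, 3.93 ± 1.58 in shGLO1#1 and 9.10 ± 1.97 in shGLO1#2. This was a log2 fold change of 3.62 (SE 0.41, adjusted p = 1.11e-05) and 4.84 (SE 0.37, adjusted p = 4.85e-07). COL6A3 rose from 4.13 ± 1.26 CPM to 49.5 ± 6.33 in shGLO1#1 and 9.71 ± 2.62 in shGLO1#2, with log2 fold changes of 3.57 (SE 0.20, adjusted p = 3.12e-08) and 1.22 (SE 0.22, adjusted p = 6.64e-04). Without shGLO1#2 replicate 1, COL6A3 was at 0.99 in shGLO1#2, short of the fold change limit. The fibrillar chain COL5A1 rose in both clones (1.17 and 1.17), and so did COL7A1, the collagen of anchoring fibrils (1.33 and 1.30).
Of 25 collagens tested, 8 were higher, 2 were lower and 15 were not called in each clone, also when adjusted over the list alone. The collagens moved up in shGLO1#1 (camera adjusted p = 0.0241; adjusted p = 0.453 with an estimated correlation) and in shGLO1#2 (adjusted p = 0.0364; adjusted p = 0.460 with an estimated correlation).

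**Figure D1:**
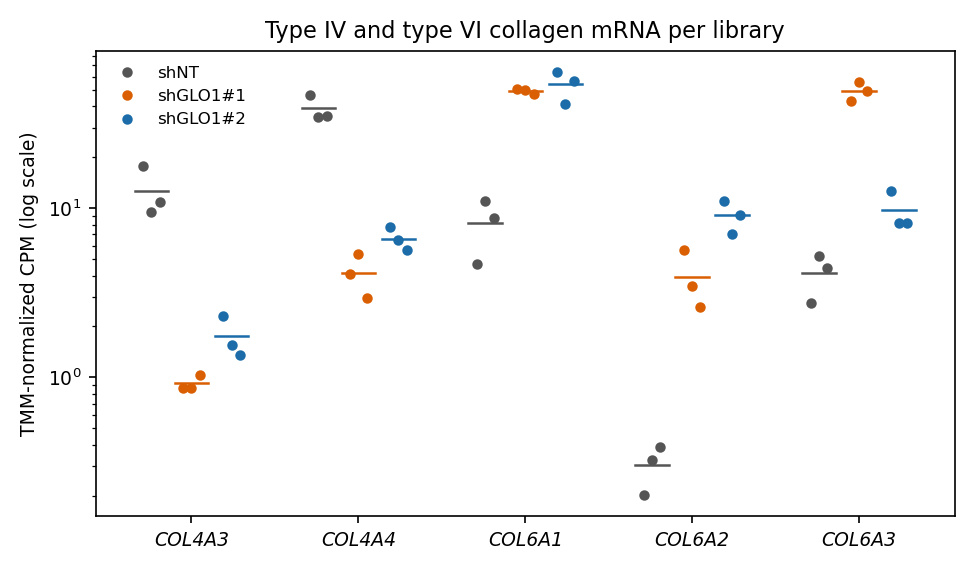
CPM of COL4A3, COL4A4, COL6A1, COL6A2 and COL6A3 in each library of shNT, shGLO1#1 and shGLO1#2 cells on a log axis. Each point is a library and each bar is the mean of 3 libraries. Means of COL4A4 run from 38.9 in shNT to 4.14 in shGLO1#1, and those of COL6A1 from 8.16 in shNT to 54.0 in shGLO1#2.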

The decrease in type IV collagens (COL4A3 and COL4A4) associated with an increase in type VI collagens (COL6A1, COL6A2 and COL6A3) particularly attracted our attention (Additional file 2: Table S1). Indeed, this inverse regulation has been linked to cancer progression and metastasis [16]. We validated this specific modulation of collagen gene expression in cancer cells upon GLO1 depletion at both mRNA (Fig. 2a) and protein (Fig. 2b and c) levels. To the best of our knowledge, this is the first evidence of the contribution of endogenous MG stress to ECM composition directly by breast cancer cells.

**Fig. 2:**
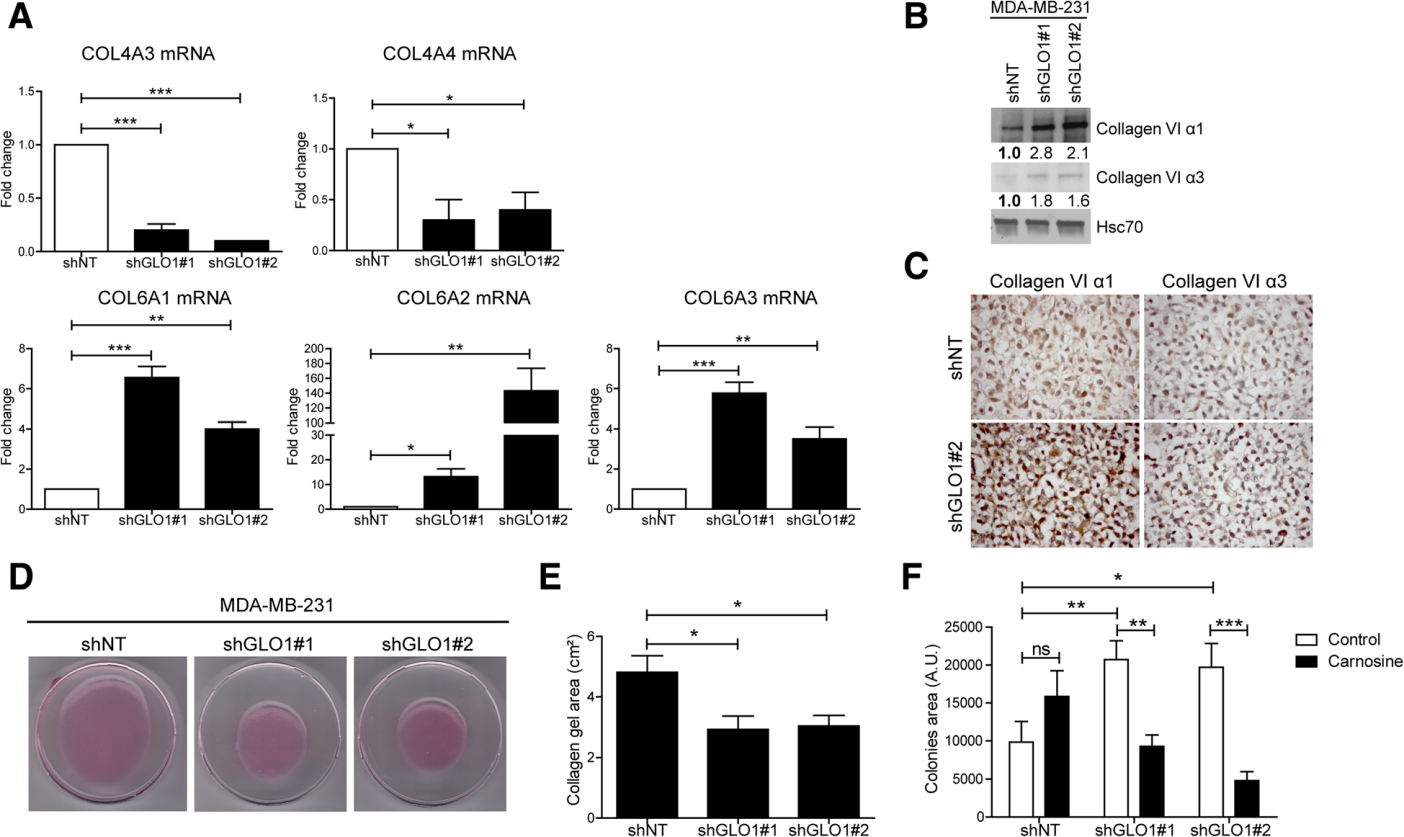
Glyoxalase 1 (GLO1) depletion modifies the expression of extracellular matrix (ECM) proteins by breast cancer cells and promotes collagen gel retraction and anchorage-independent growth. **a** Collagen (COL)4A3, COL4A4, COL6A1, COL6A2 and COL6A3 messenger RNA (mRNA) levels were assessed by qRT-PCR in GLO1-depleted MDA-MB-231 cells. Data were analyzed using one-way analysis of variance (ANOVA) followed by Dunnett post-hoc test and shown as mean values ± SEM of three independent experiments. **b** Collagen VI α1 and α3 protein levels in MDA-MB-231 shGLO1 cells. Immunoblot data were quantified by densitometric analysis and normalized to Hsc70. Numbers represent fold increase relatively to the condition shown with bold number. Western blots are representative of two independent experiments. **c** Collagen VI α1 and α3 protein levels in MDA-MB-231 shGLO1#2 and control (shNT) cells were assessed by immunohistochemical analysis (IHC). **d** Representative collagen gel retraction assays performed with MDA-MB-231 shGLO1 cells. **e** Quantification of collagen gel area after 6 days. Data were analyzed using one-way ANOVA followed by Dunnett post-hoc test and shown as mean values ± SEM of five independent experiments. **f** Quantification of colonies formed in a soft agar matrix by GLO1-silenced MDA-MB-231 cells treated with carnosine. Data were analyzed using two-way ANOVA followed by Bonferroni post-hoc test and shown as mean values ± SEM of three independent experiments. ns, not significant; *p < 0.05, **p < 0.01 and ***p < 0.001

### GLO1-depleted cancer cells show increased collagen gel retraction and anchorage-independent growth

The well-established role of ECM remodeling in structuring a microenvironment favoring cancer cell progression prompted us to explore the behavior of high MG stress cancer cells using the collagen gel retraction assay, an in vitro model well-suited to study cell-mediated reorganization of the ECM. Accordingly, we analyzed the capacity of GLO1-silenced MDA-MB-231 cells to compact collagen fibers in the presence of 10% FCS. After 6 days, GLO1 deficient cells induced significantly higher collagen gel retraction than control cells (Fig. 2d and e). Anchorage-independent growth ability of breast cancer cells correlates with their metastatic ability [17]. In anchorage-independent assays, GLO1-silenced MDA-MB-231 cells formed significantly more colonies than control cells and this difference was abrogated by the natural MG scavenger carnosine (Fig. 2f and Additional file 2: Figure S2).

### GLO1-depleted breast cancer cells efficiently colonize the lung in an experimental metastatic model in vivo and carnosine has an inhibitory effect

To test the relevance of the pro-metastatic MG stress signature in vivo*,* we decided to use the tail vein injection mouse model that recapitulates the major steps of the metastatic cascade (migration/invasion, proliferation and survival) independently from the growth of the primary tumor. We observed that GLO1-depleted cells injected into the tail vein of NOD-SCID mice induced a significant increase in pulmonary tumor burden when compared with control (Fig. 3a). In the same model, carnosine intra-peritoneal administration significantly reduced lung colonization thus connecting this aggressive characteristic with MG stress (Fig. 3a and b). Finally, IHC for tenascin C and collagen deposition assessed by Masson’s trichrome staining in metastatic lung sections showed high detectable levels of both ECM components (Fig. 3c and d), which were consistently lower in metastatic foci of carnosine-treated mice (Fig. 3d). Next, we examined whether enhanced anchorage-independence growth and metastatic potential (i.e., lung colonization) of GLO1-depleted cells correlated with increased invasion and migration ability in vitro.

**Fig. 3:**
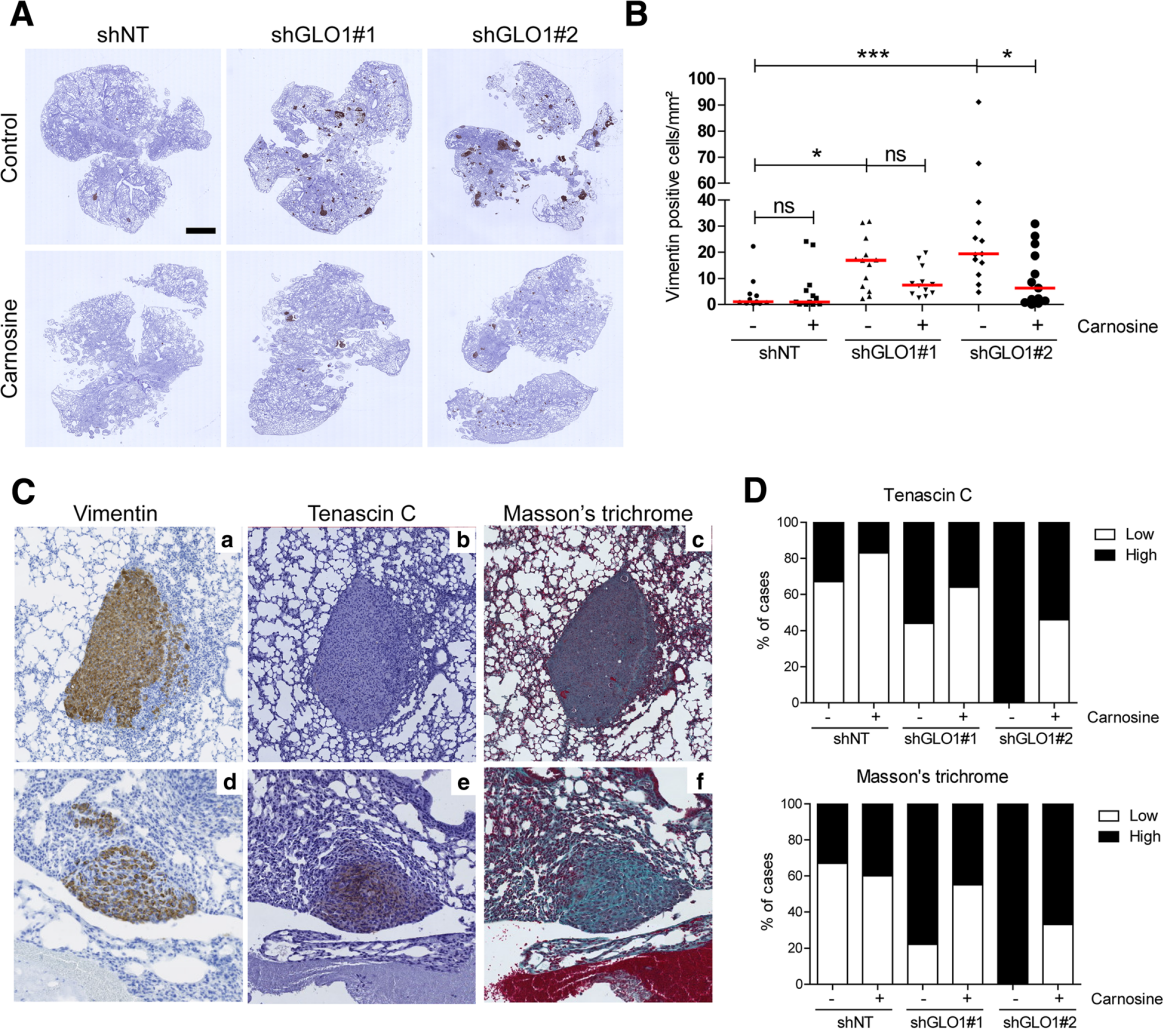
Glyoxalase 1 (GLO1)-depleted breast cancer cell efficiently colonize the lung in an experimental metastatic model in vivo and inhibitory effect of carnosine. **a** MDA-MB-231 shGLO1#1 and #2 and control shNT cells were injected into the tail vein of NOD-SCID mice (12–14 mice/group). Mice were treated with carnosine by intraperitoneal injection (100 mg/kg, 3 times/week). After 6 weeks, mice were sacrificed and lungs were collected. Representative human vimentin immunohistochemical analysis (IHC) of whole lungs shows metastatic tumor lesions. Bar represents 2 mm. **b** Quantification of vimentin-positive cells on three representative whole lung sections per mouse. Each dot represents one case and red bars represent median. Data were analyzed using one-way analysis of variance. **c** Human vimentin (a, d) and tenascin C (b, e) IHC and Masson’s trichrome staining (c, f) were performed on whole lungs from mice injected into the tail vein with MDA-MB-231 shGLO1 cells. Representative stains are shown for tenascin C and Masson’s trichrome scored as low (b and c, respectively) or high (e and f, respectively). Magnification 20×. **d** Quantification of tenascin C and Masson’s trichrome staining on lung sections from mice injected with GLO1-silenced MDA-MB-231 cells treated with carnosine. ns, not significant; *p < 0.05 and ***p < 0.001

### MG stress increases invasive and migratory abilities of breast cancer cells in vitro

The migratory ability of GLO1-depleted cancer cells increased up to 2.5-fold compared with control cells (Fig. 4a and b). This increased migratory ability was reversed by overexpressing GLO1 in shGLO1#1 MDA-MB-231 cells (Additional file 2: Figure S3A and B). GLO1 rescue was evaluated by western blot (Additional file 2: Figure S3C). Additionally, the pre-treatment of GLO1-depleted cells with carnosine and aminoguanidine, MG scavengers, decreased their migration to control level (Fig. 4a and b). GLO1 depletion was also significantly associated with augmented invasive potential in vitro, which was efficiently reversed by pre-treatment with both scavengers (Additional file 2: Figure S3D and E). To exclude the possibility of this MG-induced effect being anecdotal to MDA-MB-231 cells, we exploited a model of highly tumorigenic and motile MCF7-M breast cancer cells, generated by prolonged mammosphere culture. In good accordance with previous reports [18, 19], MCF7-M cells exhibited a stable mesenchymal phenotype (Fig. 4c and Additional file 2: Figure S4A), enhanced glycolysis (Fig. 4d and Additional file 2: Figure S4B) and glucose uptake (Fig. 4e). We first demonstrated that MCF7-M cells were associated with significantly higher accumulation of MG-Hs and argpyrimidine adducts than in the control parental MCF7 cells (Fig. 4f). These data are consistent with our recent demonstration that glycolytic cancer cells are more prone to control MG toxicity than less glycolytic cancer cells, notably through the expression of elevated levels of both GLO1 and its cognate transcriptional regulator Nrf2 [9]. Accordingly, MCF7-M had a high GLO1 protein level and activity and elevated Nrf2 expression when compared with MCF7 cells (Fig. 4g and h). Finally, on treatment with carnosine and aminoguanidine, the migratory capacity of MCF7-M cells significantly was reverted to the level of parental cells (Fig. 4i and j), indicating the implication of MG stress in this process. These data, generated using two experimental cancer models, support the conclusion that MG dicarbonyl stress promotes the migration and invasion of breast cancer cells. We selected cell migration ability to be used all along the following mechanistic exploration as a functional readout of MG stress in breast cancer cells.

**Fig. 4:**
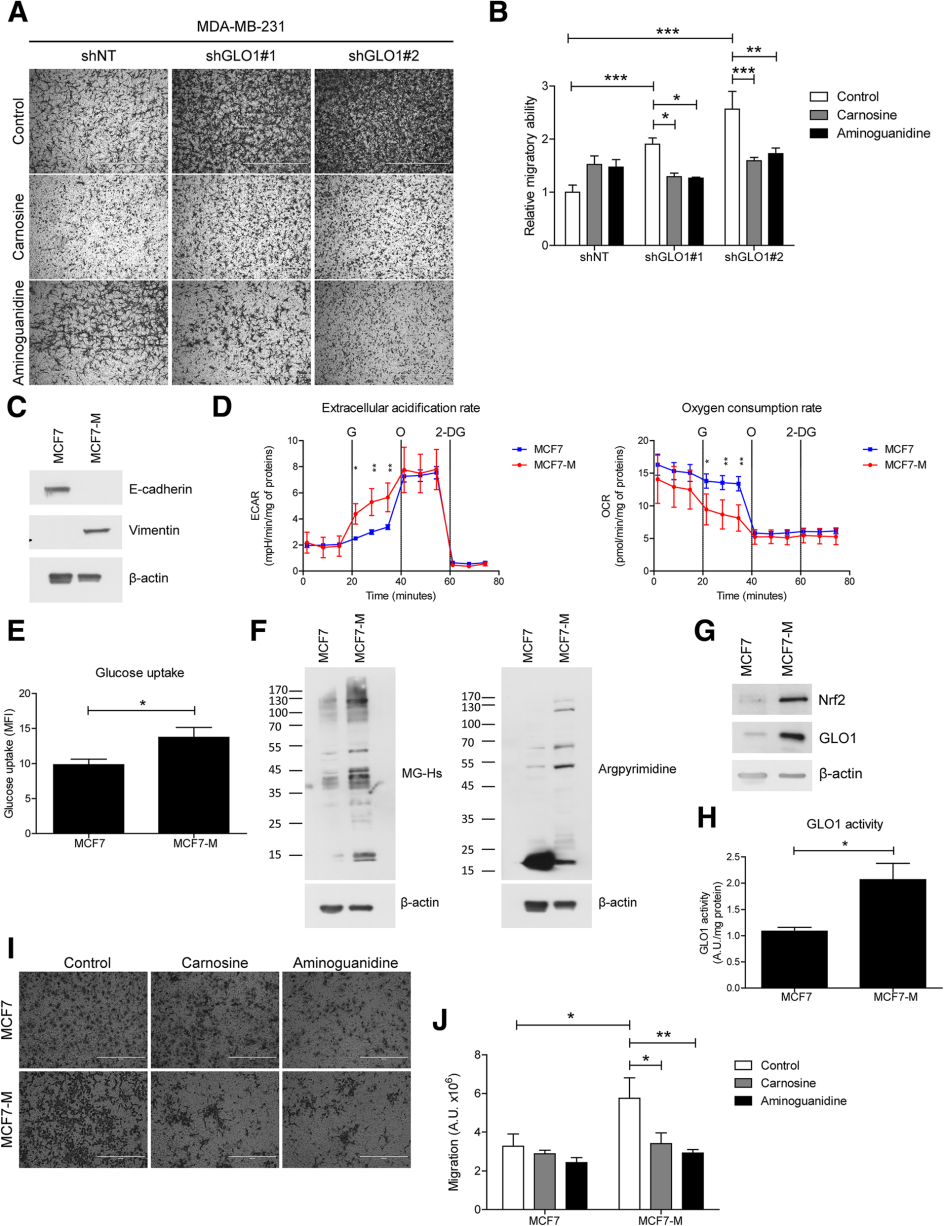
Dicarbonyl stress promotes migration and invasion of breast cancer cells. **a** Migration ability of glyoxalase 1 (GLO1)-depleted MDA-MB-231 toward serum was assessed using Transwell filters. Where indicated, cells were pre-treated with the methylglyoxal (MG) scavengers, carnosine and aminoguanidine, 24 h prior to the assay. Representative filters are shown for each condition. Scale bar represents 400 μm. **b** Quantification of migratory ability of GLO1-silenced MDA-MB-231 cells treated with carnosine and aminoguanidine. Data were analyzed using two-way analysis of variance (ANOVA) followed by Bonferroni post-hoc test and shown as mean values ± SEM of three independent experiments. **c** E-cadherin and vimentin expression in MCF7 and MCF7-M cells. β-actin protein level was used as loading control. A representative western blot of two independent experiments is shown. **d** Extracellular acidification (ECAR) and oxygen consumption (OCR) rates in MCF7 and MCF7-M cells using Seahorse flux analyzer. G, O and 2-DG correspond to injection of glucose, oligomycin and 2-deoxyglucose, respectively. Data were analyzed using two-way ANOVA and are representative of two independent experiments. **e** Glucose uptake was assessed in MCF7 and MCF7-M cells using FACS analysis. Data were analyzed using Student’s *t* test and are shown as mean values ± SEM from three independent experiments. **f** MG-Hs and argpyrimidine MG adducts levels were detected by immunoblot using specific antibodies in MCF7 and MCF7-M cells, with β-actin as loading control. **g** GLO1 and Nrf2 expression in MCF7 and MCF7-M cells. β-actin protein is used as loading control. Western blot is representative of three independent experiments. **h** GLO1 maximal activity was measured in MCF7 and MCF7-M cells and expressed as arbitrary units (A.U.) per mg of proteins. Data were analyzed using Student’s *t* test and are shown as mean values ± SEM of three independent experiments. **i** Migration ability toward serum of MCF7 and MCF7-M cells was assessed using Transwell filter. Cells were pre-treated with carnosine and aminoguanidine MG scavengers for 24 h prior to the assay. Representative filters are shown for each condition. Scale bar represents 400 μm. **j** Quantification of MCF7 and MCF7-M cells migration assays. Data were analyzed using two-way ANOVA followed by Bonferroni post-hoc test and are shown as mean values ± SEM of three independent experiments. *p < 0.05, **p < 0.01 and ***p < 0.001

### Both endogenous and exogenous MG stress are associated with (hyper)activation of the MEK/ERK signaling pathway in breast cancer cells that is linked to their enhanced migratory potential

As a major component of the tumor microenvironment, the ECM regulates many pathways in cancer cells, including TGF-β/bone morphogenic protein (BMP), PI3K/AKT, ERK, c-Jun N terminal kinase (JNK), Src-focal adhesion kinase (FAK) and Rho-GTPases [20]. Following the rationale that TGFβ is a key regulator of ECM synthesis in cancer, we first explored the impact of MG stress on the TGFβ pathway. Under basal conditions, neither GLO1-depleted nor control MDA-MB-231 cells showed detectable phosphorylated SMAD2/3, albeit, they were responsive to TGFβ as indicated by SMAD2/3 activation upon TGFβ stimulus (Fig. 5a). Interestingly, SMAD4 expression was significantly decreased in GLO1-depleted cells, suggesting that the canonical TGFβ pathway was dispensable upon MG stress induction in these cells (Fig. 5a).

**Fig. 5:**
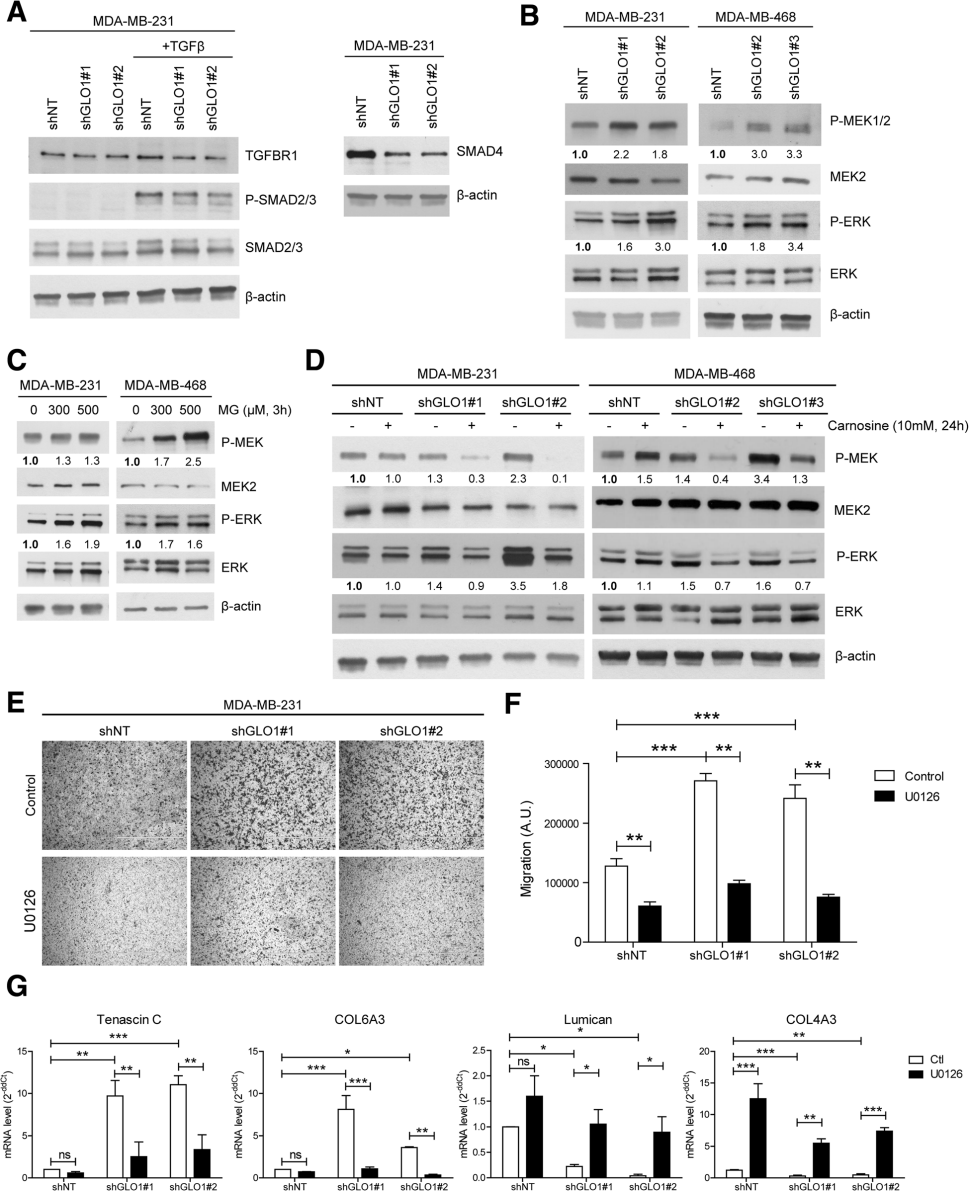
Methylglyoxal (MG) stress induces (hyper)activation of the mitogen-activated protein kinase (MAPK) signaling pathway in breast cancer cells. **a** Transforming growth factor (TGF)βR1, P-SMAD2/3 and SMAD4 protein levels in glyoxalase 1 (GLO1)-depleted MDA-MB-231 cells. Cells were treated with TGFβ 2.5 ng/ml for 2 h where indicated. **b** P-MEK1/2, MEK2, P-ERK and ERK expression in GLO1-silenced MDA-MB-231 and MDA-MB-468 cells cultured without serum for 24 h. **c** P-MEK1/2, MEK2, P-ERK and ERK protein levels in MDA-MB-231 and MDA-MB-468 cells treated with MG at the indicated concentrations for 3h in serum-free medium. **d** P-MEK1/2, MEK2, P-ERK and ERK expression in GLO1-silenced MDA-MB-231 and MDA-MB-468 cells treated with carnosine for 24 h in serum-free medium. All immunoblots were quantified by densitometric analysis and normalized for β-actin. Numbers represent fold increase relative to the condition shown with bold number. Western blot is representative of three independent experiments. **e** Migration ability toward serum of MDA-MB-231 shGLO1 cells pre-treated with MEK inhibitor, U0126 (10 μM, 3 h), was assessed using Transwell filters. Representative filters are shown for each condition. Scale bar represents 400 μm. **f** Quantification of migration assays of GLO1-silenced MDA-MB-231 cells treated with U0126. **g** Tenascin C, COL6A3, lumican and COL4A3 messenger RNA (mRNA) levels in GLO1-depleted MDA-MB-231 cells treated with U0126 for 3 h in serum-free medium were assessed by qRT-PCR. Data were analyzed using two-way analysis of variance followed by Bonferroni post-hoc test and are shown as mean values ± SEM of three independent experiments. *p < 0.05, **p < 0.01 and ***p < 0.001

We therefore explored alternative signaling pathways downstream of tyrosine kinase receptors and found that the level of phosphorylated MEK and ERK was increased in GLO1-depleted MDA-MB-231 cells (Fig. 5b). Knowing that MDA-MB-231 cells are mutated for KRAS and have a constitutive basal activation of MEK/ERK signaling pathway, we postulated that GLO1 silencing might be associated with the specific hyperactivation of this pathway. To verify this hypothesis, we next attempted to recapitulate this MG effect on MEK/ERK activity in MDA-MB-468 cells, a triple-negative breast cancer cell line that is wild-type for KRAS. Interestingly, MDA-MB-468 clones stably depleted for GLO1 (Additional file 2: Figure S5A) demonstrated a significant increase in MEK/ERK activation over the basal levels of control cells (Fig. 5b). Similar to MDA-MB-231 cells, we found that CD24 and lumican, two genes from the pro-metastatic signature, were increased and decreased, respectively, in GLO1-depleted MDA-MB-468 cells (Additional file 2: Figure S5B). These changes were also recapitulated upon MG treatment in control MDA-MB-468 cells (Additional file 2: Figure S5C). We were also able to recapitulate both enhanced migratory (Additional file 2: Figure S5D and E) and anchorage-independent growth (Additional file 2: Figure S5F and G) abilities in GLO1-depleted MDA-MB-468 cells that both consistently reverted on treatment with carnosine.

To consolidate the existence of a link between MG stress and MEK/ERK activation, we cultured MDA-MB-231 and MDA-MB-468 cells in the presence of increasing concentrations of exogenous MG. MG treatment induced P-MEK and P-ERK in both cell lines (Fig. 5c). Along the same line, carnosine prevented MEK/ERK activation in both shGLO1 MDA-MB-231 and MDA-MB-468 cells (Fig. 5d). Based on these data, we sought to corroborate the functional relevance of MG-mediated MEK/ERK hyperactivation with the enhanced migratory ability of GLO1-depleted breast cancer cells. Therefore, we treated GLO1-depleted MDA-MB-231 cells with U0126 MEK inhibitor. U0126 significantly prevented the increased migratory capacity observed for breast cancer cells under MG stress (Fig. 5e and f). Supporting this observation further, the expression of representative genes from the MG stress pro-metastatic signature, which were either induced (tenascin C, COL6A3) or repressed (lumican and COL4A3), reverted consistently in the presence of U0126 at the mRNA level in MDA-MB-231 cells (Fig. 5g). The data gathered so far demonstrate that MG dicarbonyl stress induces (hyper)activation of MEK/ERK signalization, independently of KRAS status, which sustains the regulation of pro-metastatic gene expression and migratory capacity of breast cancer cells.

### (Hyper)activation of the MEK/ERK pathway leads to SMAD1 phosphorylation and regulation of MG stress pro-metastatic signature genes

To understand how (hyper)activation of the MEK/ERK signaling cascade in GLO1-depleted breast cancer cells relates to their metastatic potential, we first considered that MEK/ERK signaling could be mediated by the physical translocation of ERK in the nucleus. Using immunofluorescence, we excluded this possibility as GLO1-silenced cells showed P-ERK levels that were comparable to control cells using both MDA-MB-231 and MDA-MB-468 cells (Additional file 2: Figure S6A and B, respectively). Early studies involving expression of epitope-tagged SMAD1 indicated that it was generally involved in BMP, but not in TGFβ signaling [21, 22]. More recent data demonstrate that activated Ras/MEK pathway could participate in SMAD1 nuclear transcriptional activity [23, 24]. Based on that, we next evaluated SMAD1 expression and localization in GLO1-depleted MDA-MB-231 cells. As shown in representative immunofluorescence pictures, higher SMAD1 levels were detectable in the nucleus of GLO1-silenced MDA-MB-231 cells than in control cells (Fig. 6a). Phosphorylation of SMAD1 occurs at serine 206 (Ser 206) and serine 463/465 (Ser 463/465) following the activation of MAPK and BMP pathways, respectively [25]. In GLO1-depleted MDA-MB-231 and MDA-MB-468 cells (Fig. 6b), we evidenced a specific increase in P-SMAD1 (Ser 206) and a decrease in P-SMAD1/5 (Ser 463/465) that effectively points to cross-talk with MAPK signaling. We observed no significant change in SMAD1 and SMAD5 mRNA levels (Fig. 6c). GLO1 rescue in shGLO1#1 MDA-MB-231 cells reduced P-SMAD1 (Ser 206) (Additional file 2: Figure S7A). Consistently, MDA-MB-231 and MDA-MB-468 cells cultured in the presence of MG showed significant induction of total SMAD1 and P-SMAD1 (Ser 206) and decreased (Ser 463/465) (Fig. 6d). U0126 treatment further demonstrated the link with the MEK cascade as it strongly reduced the level of P-SMAD1 (Ser 206) in MDA-MB-231 cells (Fig. 6e). MDA-MB-468 cells, which are considered as high SMAD1 expressers when compared with other breast cancer cell lines [26], showed a similar pattern of SMAD1 serine phosphorylation upon MG treatment (Fig. 6d). Metastatic MCF7-M cells, bearing high endogenous MG stress, showed elevated total and phosphorylated SMAD1 levels when compared with parental MCF7 cells (Additional file 2: Figure S7B). SMAD1 inhibition (Additional file 2: Figure S7E) significantly decreased the migratory potential of MCF7-M cells (Additional file 2: Figure S7C and D).

**Fig. 6:**
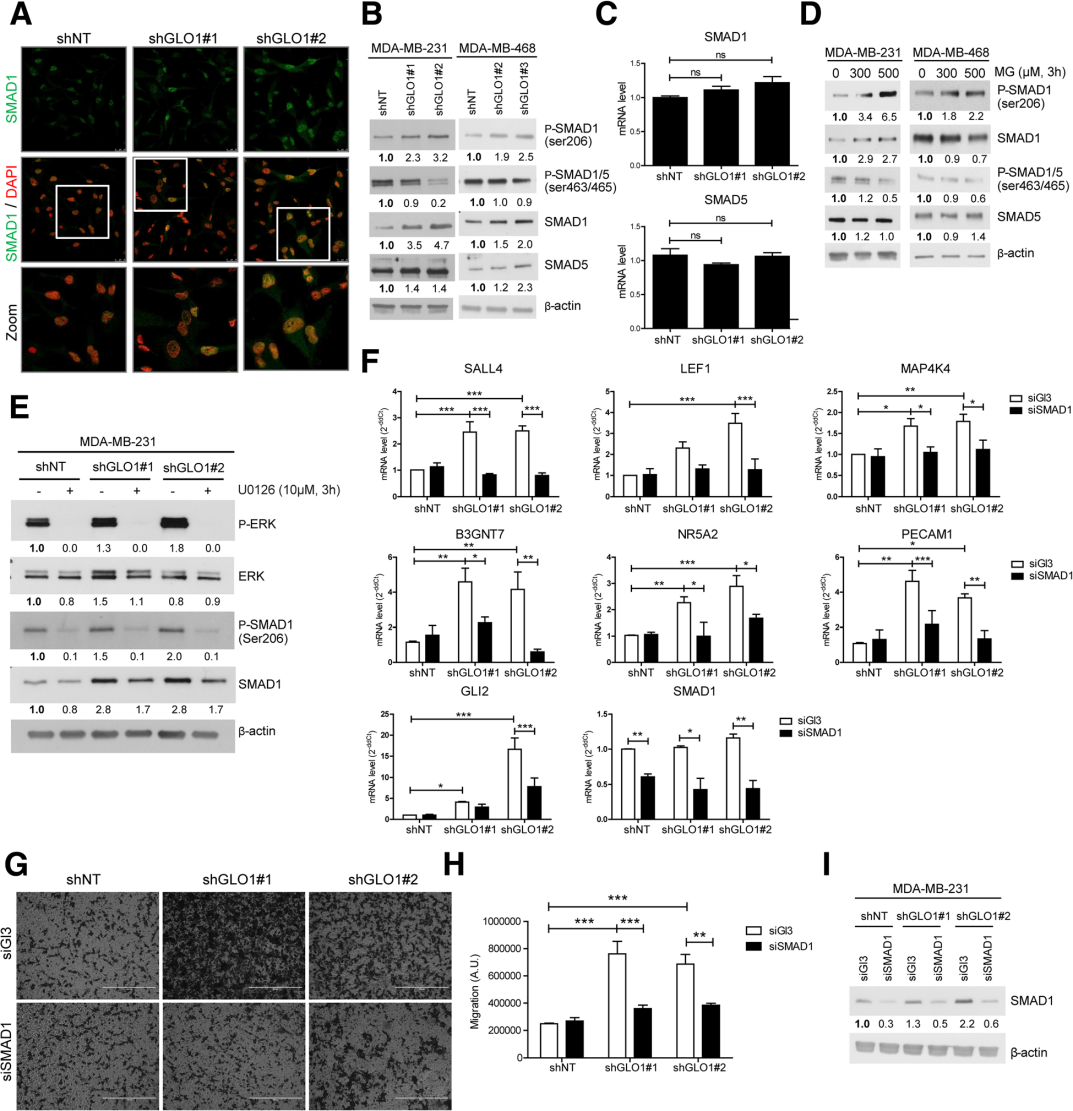
(Hyper)activation of mitogen-activated protein kinase kinase (MEK) signalization leads to SMAD1 phosphorylation and regulation of methylglyoxal (MG) stress pro-metastatic signature genes in breast cancer cells. **a** SMAD1 immunofluorescence staining in glyoxalase 1 (GLO1)-silenced MDA-MB-231 cells cultured in serum-free conditions. Data are representative of three independent experiments. Magnification × 630. Zoomed pictures (white square) are shown where indicated. **b** P-SMAD1 (ser206), P-SMAD1/5 (ser463/465), SMAD1 and SMAD5 protein levels in GLO1-silenced MDA-MB-231 and MDA-MB-468 cells cultured without serum for 24 h. **c** SMAD1 and SMAD5 mRNA levels in GLO1-depleted MDA-MB-231 cells were assessed by qRT-PCR. Data were analyzed using one-way analysis of variance (ANOVA) followed by Dunnett post-hoc test and shown as mean values ± SEM of three independent experiments. **d** P-SMAD1 (ser206), P-SMAD1/5 (ser463/465), SMAD1 and SMAD5 protein level in GLO1-silenced MDA-MB-231 and MDA-MB-468 cells treated with MG at the indicated concentrations for 3 h in serum-free medium. **e** (P-)ERK and (P-)SMAD1 (ser206) protein level in GLO1-silenced MDA-MB-231 cells treated with U0126 MEK inhibitor (10 μM, 3 h) in serum-free medium. **f** SMAD1 target genes mRNA levels were assessed using qRT-PCR in SMAD1-silenced MDA-MB-231 shGLO1 cells. SMAD1 mRNA level was assessed to validate efficient SMAD1 siRNA silencing. **g** Migration ability toward serum of SMAD1-silenced MDA-MB-231 shGLO1 cells was assessed using Transwell filters. Representative filters are shown for each condition. Scale bar represents 400 μm. **h** Quantification of migration assays of SMAD1-silenced MDA-MB-231 shGLO1 cells. **i** SMAD1 protein level assessed by immunoblot to validate SMAD1-silencing using siRNAs in GLO1-depleted MDA-MB-231 cells (related to panels **g** and **h**). Immunoblot data were quantified by densitometric analysis and normalized for β-actin. Numbers represent fold increase relative to the condition shown with bold number. All western blots are representative of three independent experiments. Data were analyzed using two-way ANOVA followed by Bonferroni post-hoc test and shown as mean values ± SEM of three independent experiments. *p < 0.05, **p < 0.01 and ***p < 0.001

Next, we further explored this new link between SMAD1 effector activation and MG stress signature. To this end, we evaluated the impact of GLO1 depletion on the expression of MG stress signature genes known to be SMAD1 targets. 

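Among genes that Fig. 6f names as targets of SMAD1, the adhesion molecule PECAM1, the Hedgehog pathway factor GLI2 and the Wnt pathway factor LEF1 rose in both GLO1-depleted clones. PECAM1 was 0.856 ± 0.255 CPM in shNT, 2.71 ± 0.329 in shGLO1#1 and 3.21 ± 1.49 in shGLO1#2 (SD, n = 3 each). PECAM1 had a log2 fold change of 1.66 (SE 0.35, adjusted p = 0.00156 from edgeR's quasi-likelihood test) in shGLO1#1 and 1.90 (SE 0.34, adjusted p = 6.01e-04) in shGLO1#2. GLI2 rose from 0.157 ± 0.142 CPM to 0.934 ± 0.319 and 4.73 ± 1.92, with log2 fold changes of 2.43 (SE 0.69, adjusted p = 0.0105) and 4.78 (SE 0.52, adjusted p = 8.77e-06). LEF1 rose from 4.08 ± 1.49 CPM to 10.0 ± 1.91 and 10.6 ± 2.11, with log2 fold changes of 1.30 (SE 0.23, adjusted p = 4.32e-04) and 1.39 (SE 0.23, adjusted p = 3.18e-04).
B3GNT7, a glycosyltransferase gene, rose in shGLO1#1 from 0.852 ± 0.356 to 7.48 ± 0.613 CPM (SD, n = 3 each; log2 fold change 3.16, SE 0.24, adjusted p = 2.57e-07 from edgeR's quasi-likelihood test). In shGLO1#2 it was 0.532 ± 0.0910 CPM, a log2 fold change of -0.63 (SE 0.36, adjusted p = 0.186). The kinase gene MAP4K4 rose in shGLO1#1 with a log2 fold change of 1.02 (SE 0.06, adjusted p = 6.15e-08) and was at 0.25 in shGLO1#2 (SE 0.06, adjusted p = 0.00626). The call of MAP4K4 ended without shNT replicate 1 (0.96) and without shGLO1#1 replicate 2 (1.00, just under the fold change limit). SALL4, a zinc finger factor of stem cells, rose in shGLO1#2 (2.38, SE 0.49, adjusted p = 0.00165) and was at 0.57 in shGLO1#1 (SE 0.63, adjusted p = 0.486). The nuclear receptor gene NR5A2 had too few counts to be tested. It held 2 counts in shNT, 12 in shGLO1#1 and 13 in shGLO1#2, a ratio to shNT of 5.56 (95% exact interval 1.24 to 51.1) and 6.22 (1.41 to 56.8). These names were read from the panel, and no list test was run over them.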

Seven out of 11 SMAD1 target genes, shown to be up-regulated under shGLO1 condition in RNASeq analysis, were significantly reduced upon SMAD1 silencing in GLO1-depleted MDA-MB-231 (Fig. 6f). The same experiment conducted on GLO1-depleted MDA-MB-468 cells revealed 5 out of 11 MG stress signature genes regulated by SMAD1, amongst which the PECAM1, GLI2 and B3GNT7 genes were common with MDA-MB-231 evaluation (Additional file 2: Figure S8A). Efficient silencing of SMAD1 was validated at the mRNA level in MDA-MB-231 (Fig. 6f) and in MDA-MB-468 cells (Additional file 2: Figure S8A). The silencing of SMAD1 in both GLO1-depleted cellular models had an impact on their migration ability and brought it back to control cell levels (Fig. 6g and h and Additional file 2: Figure S8B and C), as shown above for MCF7-M cells (Additional file 2: Figure S7B and C). Efficient silencing of SMAD1 was validated at the protein level (Fig. 6i and Additional file 2: Figure S8D). These results indicated that MG dicarbonyl stress induced the MEK/ERK/SMAD1 cascade (hyper)activation that controls the expression of pro-metastatic genes and impacts on migration in breast cancer cells.

### MG stress is associated with a global decrease in phosphatase gene expression in breast cancer cells

Levels of ERK phosphorylation are dictated by the coordinated activity of protein kinases and phosphatases [27]. The (hyper)activation of MEK/ERK evidenced in breast cancer cells under MG stress led us to test the possibility that this persistent stimulation may be due to a defect in MAPK phosphatase expression in these cells. RNASeq data indeed showed decreased expression of dual-specificity (DUSPs) and phosphoprotein (PPP) phosphatase genes in GLO1-depleted cells (Additional file 2: Table S2). 

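Several DUSPs remove phosphate from MAP kinases. DUSP8 and DUSP10, which act mainly on JNK and p38, and DUSP1, an early response phosphatase, fell in shGLO1#1, and DUSP8 also fell in shGLO1#2. DUSP1 was 53.0 ± 5.93 CPM in shNT, 17.9 ± 0.627 in shGLO1#1 and 48.2 ± 3.77 in shGLO1#2 (SD, n = 3 each). Its log2 fold change was -1.56 in shGLO1#1 (SE 0.09, adjusted p = 4.91e-08 from edgeR's quasi-likelihood test) and -0.13 in shGLO1#2 (SE 0.09, adjusted p = 0.253). DUSP8 fell from 4.16 ± 1.5 CPM to 1.06 ± 0.427 and 1.40 ± 0.488, with log2 fold changes of -1.96 (SE 0.36, adjusted p = 5.40e-04) and -1.55 (SE 0.34, adjusted p = 0.00264). DUSP10 had log2 fold changes of -1.44 (SE 0.09, adjusted p = 8.90e-08) and -0.64 (SE 0.09, adjusted p = 7.08e-05), the second short of the fold change limit. DUSP5, a nuclear phosphatase of ERK, was 241 CPM in shNT, 128 in shGLO1#1 and 163 in shGLO1#2. Its log2 fold changes were -0.91 (SE 0.10, adjusted p = 8.50e-06) and -0.56 (SE 0.10, adjusted p = 6.02e-04), both under the fold change limit, and -1.04 in shGLO1#1 without shGLO1#1 replicate 1. DUSP14 was at -0.78 and -0.16, DUSP16 at -0.33 and -0.67, and DUSP12 at -0.38 and -0.21. DUSP4, which acts on ERK in the nucleus, was at 0.63 and 0.47.
Of 17 DUSPs tested, 0 were higher and 3 were lower in shGLO1#1, and 0 were higher and 1 was lower in shGLO1#2, also when adjusted over the list alone. At an adjusted p under 0.05 with no fold change limit, a count chosen after the data were seen, 6 were higher and 6 lower in shGLO1#1, and 3 were higher and 5 lower in shGLO1#2. The median log2 fold change of the DUSPs in shGLO1#1 was 0.10 and their mean was -0.27, so the signs differ, while in shGLO1#2 both lay below 0 (-0.13 and -0.19). Camera, which compares the list with other genes, gave an adjusted p of 0.681 in shGLO1#1 and 0.253 in shGLO1#2. Fry, which tests against no change, gave a shift down in both clones (adjusted p = 0.00440 and 0.00408). Among 60 phosphoprotein phosphatase subunits, PPP1R1C, an inhibitor of protein phosphatase 1, fell in shGLO1#1 (-1.70, SE 0.26, adjusted p = 1.42e-04 from edgeR's quasi-likelihood test). PPP4R4, a regulatory subunit, rose in both clones (1.66 and 1.22), and its call in shGLO1#2 ended with DESeq2 and without shNT replicate 1 or shGLO1#2 replicate 2. No other subunit was called, also when adjusted over the list alone. With no fold change limit, 10 subunits were higher and 12 lower in shGLO1#1, and 3 were higher and 15 lower in shGLO1#2 (camera adjusted p = 0.658 and 0.153; fry adjusted p = 0.0978 and 0.000986, both down). Among the lower ones were PPP2R2D (-0.58 and -0.51), PPP1R35 (-0.52 and -0.60) and PPP2CB (-0.24 and -0.42). In shGLO1#2, PPP1R9A (-0.90), PPP4R1 (-0.55), PPP2R5D (-0.47) and DUSP22 (-0.73) also fell. They lie in windows of 25 neighbouring genes whose median was shifted down against shGLO1#1, so their falls may in part be regional. PPP1R35 lies in such a window too, but it fell in both clones.

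**Figure D2:**
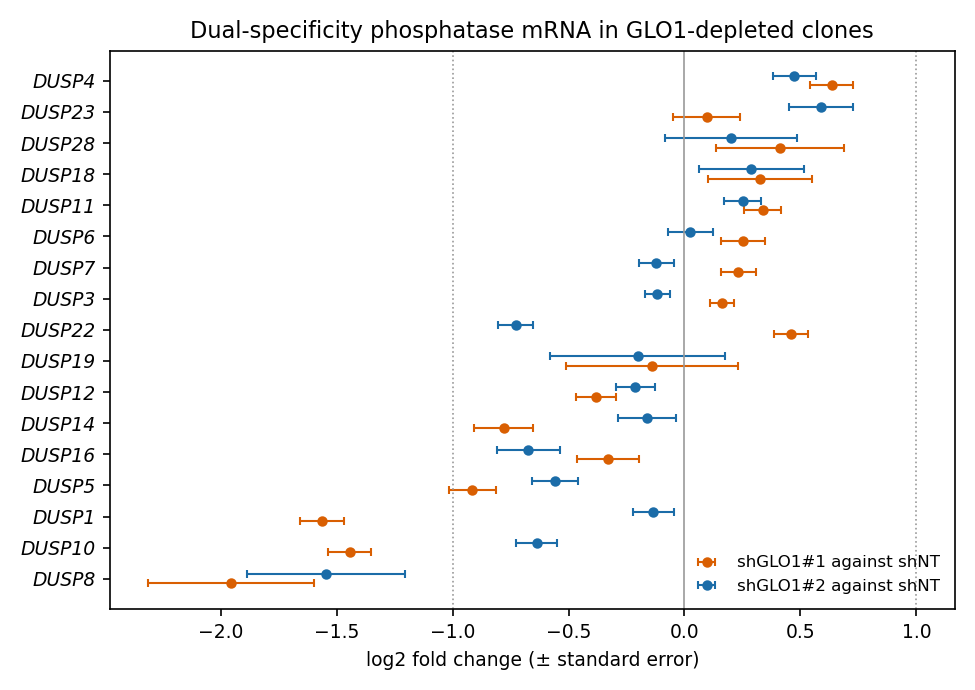
Log2 fold change against shNT of the 17 DUSPs tested, in shGLO1#1 and shGLO1#2. Points are fitted values, error bars are the SE, and dotted lines mark the fold change limit. DUSP8 lies beyond the limit in both clones, at -1.96 and -1.55.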

We quantified the mRNA levels of nine PPPs (either catalytic, structural or regulatory subunits) (Additional file 2: Figure S9A) and seven DUSPs (Fig. 7a and Additional file 2: Figure S9B) in MDA-MB-231 and MDA-MB-468 cells. DUSPs control the duration and magnitude of MAPK signaling activities. We selected DUSP1, 5, 8 and 16 for further validation because of their consistent down-regulation in MDA-MB-231 (Fig. 7a) and MDA-MB-468 cells (Additional file 2: Figure S9B) upon silencing with 2 GLO1 shRNAs. We validated the down-regulation of DUSP5 and 8 at the protein level in both cell lines (Fig. 7b). Following this, we focused on DUSP5 loss because of its known specificity for ERK1/2 and its significant decrease upon MG treatment at the mRNA and protein levels (Fig. 7c and d, respectively) in MDA-MB-231 and MDA-MB-468 cells. To gain insights into this new association between DUSP5 down-regulation and MG stress, we overexpressed DUSP5 in GLO1-depleted MDA-MB-231 and MDA-MB-468 cells. Under these conditions, we observed a significant P-ERK decrease associated with reduced SMAD1 and P-SMAD1 expression in MDA-MB-231 (Fig. 7e) and MDA-MB-468 cells (Fig. 7f). Upon DUSP5 overexpression, both GLO1-depleted cells showed a decreased migratory capacity (Fig. 7g and h and Additional file 2: Figure S10A and B) thus functionally linking DUSP5 regulation occurring under MG stress with pro-metastatic features in breast cancer cells. Everything included, we have then demonstrated that MG dicarbonyl stress endows breast cancer cells with genetic changes, notably affecting (i) ECM matrix reorganization, (ii) MEK/ERK cascade via cross-talk with SMAD1 transcriptional activity and (iii) DUSPs inhibition, which ultimately promoted their migratory and metastatic potential (Fig. 7i).

**Fig. 7:**
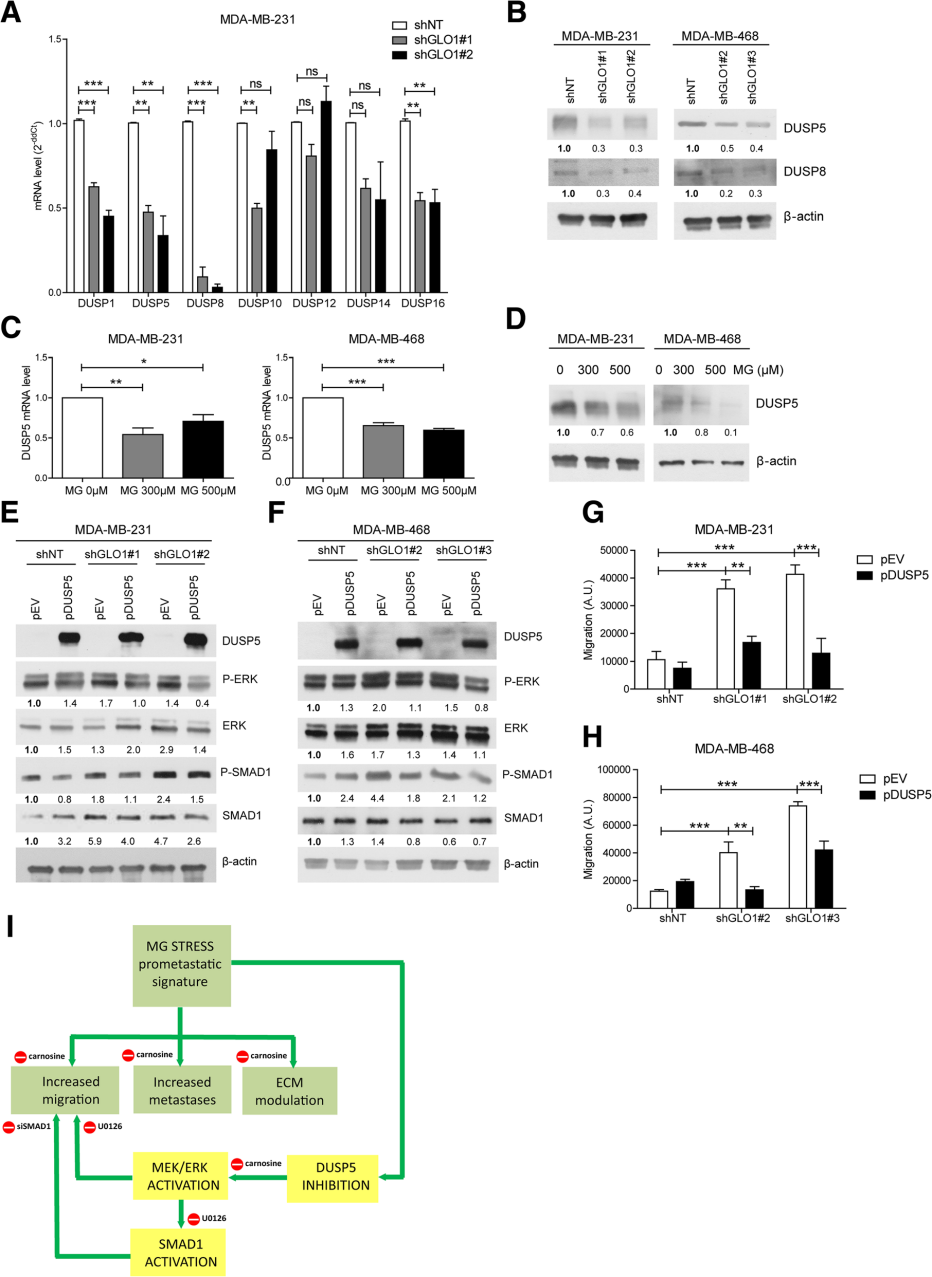
Methylglyoxal (MG)-related invasive phenotype is associated with a decrease in DUSP5 phosphatase expression in breast cancer cells. **a** Dual specificity phosphate (DUSP)1, 5, 8, 10, 12, 14 and 16 phosphatase messenger RNA (mRNA) levels in glyoxalase 1 (GLO1)-depleted MDA-MB-231 cells were quantified by qRT-PCR. **b** DUSP5 and DUSP8 protein expression in MDA-MB-231 and MDA-MB-468 shGLO1 cells cultured in serum-free medium for 24 h was assessed using immunoblot. DUSP5 mRNA (**c**) and protein (**d**) levels in MDA-MB-231 and MDA-MB-468 cells, respectively, treated with MG at the indicated concentrations for 3 h in serum-free medium. **e** and **f** DUSP5, (P-)extracellular signal-related protein kinase (ERK) and (P-)SMAD1 (ser206) protein levels were assessed using immunoblot in GLO1-silenced MDA-MB-231 and MDA-MB-468 cells upon DUSP5 overexpression, respectively. Immunoblots were quantified by densitometric analysis and normalized for β-actin. Numbers represent fold increase relative to the condition shown with bold number. All western blots are representative of three independent experiments. **g**, **h** Quantification of migration assays of MDA-MB-231 and MDA-MB-468 shGLO1 cells upon DUSP5 overexpression, respectively. Data were analyzed using one-way analysis of variance (ANOVA) followed by Dunnett post-hoc test or two-way ANOVA followed by Bonferroni post-hoc test and are shown as mean values ± SEM of three independent experiments. ns, not significant; *p < 0.05, **p < 0.01 and ***p < 0.001. **i** Key biological processes (green boxes) and regulatory pathways (yellow boxes) by which MG stress contributes to the metastatic phenotype. For the sake of clarity, the regulation of genes of the pro-metastatic signature exerted through the inhibition of MEK/ERK pathway (U0126 inhibitor) and SMAD1 (siSMAD1) is not represented (please see “Results” section for details)

## Discussion

MG dicarbonyl stress has recently been associated with the aggressiveness of various malignancies including colon and breast carcinoma. However, the molecular mechanisms underlying these effects have not been clarified so far, particularly regarding MG-driven metastatic phenotype acquisition. Thanks to a comprehensive transcriptomic approach we identified a pro-metastatic signature associated with the MG stress condition, which notably comprised genes associated with ECM remodeling, and migration, two traits that are essential for metastasis.

Stromal cells are generally considered the main contributors to tumor ECM deposition and remodeling that favor tumor growth and invasion. In this study, we showed for the first time that cancer cells under MG stress directly contribute to major ECM changes. Differentially expressed genes in GLO1-depleted cells include several ECM components such as collagens, tenascin C and lumican. On the one hand, this finding corroborates recent studies implicating tumor cells in the expression of ECM components (i.e., collagens and fibronectin) that fulfill pro-tumoral and pro-metastatic functions at both primary and metastatic sites. On the other hand, an interesting parallel can be drawn with diabetes mellitus, where hyperglycemia results in the accumulation of MG and its protein adducts. In fact, GLO1-depleted myoblasts grown under a hyperglycemic condition display MG-induced elevated expression of collagens and increased fibrosis [28]. Elevated amounts of collagens secreted by MG-stressed tumor cells could be cross-linked by MG and thus generate specific mechanotransduction signals on tumor cells to favor their acquisition of a pro-invasive and pro-metastatic phenotype. In good accordance with this hypothesis, GLO1-depleted cancer cells show augmented ECM reorganization, anchorage-independent growth and increased migration/invasion ability; all inhibited in the presence of MG scavengers. Next to collagens, tenascin C is another remarkable cancer cell-derived ECM component overexpressed upon MG stress. Tenascin C induces epithelial-to-mesenchymal transition (EMT) changes in breast cancer cells [29] and promotes their survival and outgrowth at secondary organs, such as the lung [30]. An example consistent with the acquisition of an invasive phenotype upon MG stress is the up-regulation of CD24, a mucin-like adhesion molecule that enhances the metastatic potential of malignant cells and is shown to be a marker of poor prognosis in breast carcinomas [31]. It is noteworthy that MG-stress-driven fine-tuning of the ECM consisted of the up-regulation of pro-metastatic genes but also the down-regulation of specific components such as lumican the reduced expression of which has been associated with poor prognosis in patients with breast cancer [32]. Further studies will help us better understand the role of MG in pro-tumoral ECM remodeling through a direct effect on cancer cells but also on surrounding cells such as fibroblasts and endothelial cells.

Several pro-tumorigenic signaling pathways that are activated by ECM stiffness promote aerobic glycolysis [33]. Emerging evidence indicates that metabolic alterations and an abnormal ECM cooperatively drive cancer cell aggressiveness and treatment resistance [20, 33]. In this study, we connected MEK/ERK/SMAD1 signaling activation and ECM remodeling with the major and underestimated consequence of the glycolytic switch - MG stress. We propose that MG stress could be sustained through a positive regulatory loop induced by ECM quantitative and qualitative changes. In this study, MCF7-M cells that had undergone EMT transition and glycolytic switch had accumulation of MG adducts, GLO1 and NRF2 overexpression and a higher migratory capacity than parental cells, this latter being reversed using MG scavengers.

SMAD4 is a common transcriptional partner for activated SMADs, the loss of which predicts liver metastasis in colon cancer [34] and bad prognosis in patients with breast cancer [35]. We showed that upon dicarbonyl stress, breast cancer cells had a significant decrease in SMAD4 and had enhanced migratory capacity. Our previous data [12] and this study suggest that MG stress mimics TGFβ control in ECM remodeling and the EMT process. Consistent with the hypothesis of a similarity between the pro-tumor effects of TGFβ and MG stress is the loss of SMAD4, which has been shown to abolish TGFβ tumor-suppressive functions while maintaining its role as an EMT inducer [36]. Massagué’s group originally reported that BMP and ERK signaling inactivate SMAD1 through the phosphorylation of specific serine residues [25]. This mechanism has notably been invoked to explain how oncogenic RAS could override TGFβ tumor suppressive effects [37]. In other studies, RAS-ERK signals enhanced the transcriptional activity of SMAD1 in response to BMPs [38]. Mechanistically, we provided evidence that MG stress induces sustained activation of the MEK/ERK pathway that signals through SMAD1 independently of KRAS mutation status. Accordingly, either the inhibition of MEK or SMAD1 impacts on the expression of MG stress pro-metastatic signature and decreases the migratory potential of breast cancer cells. We further pointed out for the first time that MG significantly impacts on MAPK-mediated response to stress through the inhibition of DUSP catalytic activity in breast cancer cells.

The role of GLO1 in cancer progression remains controversial. In this study, GLO1 silencing favored a pro-migratory and metastatic phenotype, suggesting a tumor-suppressing role of GLO1. A recent study published by Guo and colleagues reported that inhibition of GLO1 promoted apoptosis and decreased invasion of MDA-MB-231 cells [39]. These seemingly contradictory results both point to the importance of determining the MG concentrations achieved when using the GLO1 silencing strategy. Indeed, we recently demonstrated that MG exerts an hormetic effect on cancer cells that is defined by low-dose stimulation and high-dose inhibition of tumor growth [9].

The significant anti-metastatic effect of carnosine designates MG stress as a promising target for therapeutic intervention in aggressive tumor cells that have undergone energy metabolic switch. To date, inhibitors of glycolysis have had only modest therapeutic efficacy in cancer. These unsatisfactory results may be related to the large heterogeneity reported for several glycolytic enzymes, as a consequence of different genes, splice forms and post- translational modifications. These latter make cancer cells react differently when challenged with anti-glycolytic agents [40]. Based on our results, we postulate that the use of MG scavengers to prevent the formation of protein and DNA adducts might be a more adaptive strategy to target highly glycolytic tumors. Importantly, carnosine reversed the activation of MEK/ERK MAPK signalization, thus further highlighting the therapeutic potential of MG scavengers across different malignancies. Despite the recent recognition of MG as an oncometabolite [41], contemplating the targeting of dicarbonyl stress as a promising strategy for cancer prevention and/or therapy is still in its early days and merits further studies.

## Conclusions

The main results of this study further emphasize the relevance of MG stress in the acquisition of a metastatic phenotype by breast cancer cells. Our data point to direct ECM remodeling by breast cancer cells and sustained activation of MAPK signaling as key molecular events underlying MG stress. This study improves our understanding of the connection between glycolytic switch and breast cancer aggressiveness and proposes MG scavenger molecules (such as carnosine and aminoguanidine) as potential novel treatment options in the management of metastatic breast cancer.

## Additional files

Additional file 1: Supplementary methods: RNA sequencing, shRNA transfection, siRNA transfection, Plasmids transfection, Immunofluorescence, RNA isolation and quantitative reverse transcription-PCR (qRT-PCR), Western blot, Flow cytometry analysis and Soft agar colony formation assays.

Additional file 2: **Figure S1**. RNA sequencing analysis of GLO1-depleted MDA-MB-231 cells. (A) MG extracellular concentrations were assessed over 48 h in conditioned medium of GLO1-depleted MDA-MB-231 cells using UPLC-MS/MS. (B) Volcano plots highlighting differentially expressed genes in shGLO1#1 and shGLO1#2 MDA-MB-231 cells. Orange and red dots represent genes differentially expressed significantly (*q* < 0.05 and log2 fold change (FC) > 1) for shGLO1 clones. Red dots represent genes of the pro-metastatic signature. (C) Tenascin C, Lumican and CD24 mRNA levels were assessed by qRT-PCR in MDA-MB-231 cells treated with MG 300 and 500 μM for 1 h. Data were analyzed using one-way ANOVA followed by Dunnett post-hoc test and shown as mean values ± SEM of three independent experiments. *p < 0.05, **p < 0.01 and ***p < 0.001. **Figure S2**. Dicarbonyl stress promotes anchorage-independent growth and invasion of breast cancer cells. Representative pictures of the colonies formed in a soft agar matrix by GLO1-silenced MDA-MB-231 cells treated with carnosine. **Figure S3**. Dicarbonyl stress promotes invasion of breast cancer cells. (A) Migration ability toward serum of GLO1-overexpressing shNT and shGLO1#1 MDA-MB-231 cells was assessed using Transwell filters. Representative filters are shown for each condition. (B) Quantification of migration assays of MDA-MB-231 shGLO1 cells upon GLO1 overexpression. (C) GLO1 protein level was assessed using immunoblot in GLO1-silenced MDA-MB-231 upon GLO1 overexpression. β-actin protein is used as loading control. Western blot is representative of three independent experiments. (D) Invasiveness ability of GLO1-depleted MDA-MB-231 toward serum was assessed using Transwell filters. Where indicated, cells were pre-treated with MG scavengers, carnosine and aminoguanidine, 24 h prior to the assay. Representative filters are shown for each condition. Scale bar represents 400 μm. (E) Quantification of invasiveness ability of GLO1-silenced MDA-MB-231 cells treated with carnosine and aminoguanidine. Data were analyzed using two-way ANOVA followed by Bonferroni post-hoc test and shown as mean values ± SEM of three independent experiments. ns, not significant; *p < 0.05, **p < 0.01 and ***p < 0.001. **Figure S4**. Highly migratory MCF7 cells (MCF7-M) display enhanced aerobic glycolysis. (A) Representative pictures of cultured MCF7 and MCF7-M cells. Scale bar represents 400 μm. (B) Extracellular acidification rates (ECAR) in MCF7 and MCF7-M cells using Seahorse flux analyzer. Glycolytic-related ECAR was calculated. Data were analyzed using Student’s *t* test and shown as mean values ± SEM of two independent experiments. **p < 0.01. **Figure S5**. Dicarbonyl stress promotes migration and anchorage-independent growth of MDA-MB-468 breast cancer cells. (A) GLO1 protein level in MDA-MB-468 shNT control and shGLO1#2 and #3 cells. β-actin protein is used as loading control. Western blot is representative of three independent experiments. (B) Lumican and CD24 mRNA levels were assessed by qRT-PCR in GLO1-depleted MDA-MB-468 cells. (C) Lumican and CD24 mRNA levels were assessed by qRT-PCR in MDA-MB-468 cells treated with MG 300 and 500 μM for 1 h. Data were analyzed using one-way ANOVA followed by Dunnett post-hoc test and shown as mean values ± SEM of three independent experiments. *p < 0.05, **p < 0.01 and ***p < 0.001. (D) Migration ability of GLO1-depleted MDA-MB-468 toward serum was assessed using Transwell filters. Where indicated, cells were pre-treated with carnosine 24 h prior to the assay. Representative filters are shown for each condition. Scale bar represents 400 μm. (E) Quantification of migratory ability of GLO1-silenced MDA-MB-468 cells treated with carnosine. Data were analyzed using two-way ANOVA followed by Bonferroni post-hoc test and shown as mean values ± SEM of three independent experiments. (F) Representative pictures of the colonies formed in a soft agar matrix by GLO1-silenced MDA-MB-468 cells treated with carnosine. (G) Quantification of colonies formed in a soft agar matrix by GLO1-silenced MDA-MB-468 cells treated with carnosine. Data were analyzed using two-way ANOVA followed by Bonferroni post-hoc test and shown as mean values ± SEM of three independent experiments. *p < 0.05, **p < 0.01 and ***p < 0.001. **Figure S6**. P-ERK localization in GLO1-depleted breast cancer cells. P-ERK immunofluorescence staining in GLO1-silenced MDA-MB-231 (A) and MDA-MB-468 (B) cells cultured in serum-free conditions. Data are representative of three independent experiments. Magnification × 630. Zoomed pictures (white square) are shown where indicated. **Figure S7**. GLO1 rescue impairs increased SMAD1 phosphorylation in GLO1-depleted MDA-MB-231 cells and SMAD1 activation favors the enhanced migration ability of MCF7-M cells. (A) (P-)SMAD1 (ser206) protein levels were assessed using immunoblot in shNT and shGLO1#1 MDA-MB-231 cells upon GLO1 overexpression. (B) P-SMAD1 (ser206) and SMAD1 protein level in MCF7 and MCF7-M cells cultured in serum-free conditions. (C) Migration ability toward serum of SMAD1-silenced MCF7 and MCF7-M cells was assessed using Transwell filters. Representative filters are shown for each condition. Scale bar represents 400 μm. (D) Quantification of migration assays of SMAD1-silenced MCF7 and MCF7-M cells. (E) SMAD1 protein level assessed by immunoblot to validate SMAD1-silencing using siRNAs in MCF7 and MCF7-M cells (related to panels B and C). β-actin or HSC70 were used as loading control. Immunoblots were quantified by densitometric analysis and normalized for β-actin. Numbers represent fold increase relative to the condition shown with bold number. All western blots are representative of three independent experiments. Data were analyzed using two-way ANOVA followed by Bonferroni post-hoc test and shown as mean values ± SEM of three independent experiments. *p < 0.05, **p < 0.01 and ***p < 0.001. **Figure S8**. SMAD1 activation promotes the pro-metastatic phenotype in MDA-MB-468 cells. A. SMAD1 target genes mRNA levels were assessed using qRT-PCR in SMAD1-silenced MDA-MB-468 shGLO1 cells. SMAD1 mRNA level was assessed to validate efficient SMAD1 siRNA silencing. (B) Migration ability toward serum of SMAD1-silenced MDA-MB-468 shGLO1 cells was assessed using Transwell filters. Representative filters are shown for each condition. Scale bar represents 400 μm. (C) Quantification of migration assays of SMAD1-silenced MDA-MB-468 shGLO1 cells. (D) SMAD1 protein level assessed by immunoblot to validate SMAD1-silencing using siRNAs in GLO1-depleted MDA-MB-468 cells (related to panels B and C). Western blots are representative of three independent experiments. Data were analyzed using two-way ANOVA followed by Bonferroni post-hoc test and shown as mean values ± SEM of three independent experiments. *p < 0.05, **p < 0.01 and ***p < 0.001. **Figure S9**. GLO1 depletion is associated with a global decrease of phosphatases expression in breast cancer cells. (A) mRNA levels of PPP2 phosphatases (from catalytic, structural and regulatory subunits) in GLO1-depleted MDA-MB-231 and MDA-MB-468 cells were assessed by qRT-PCR. (B) DUSP1, 5, 8, 10, 12, 14 and 16 phosphatases mRNA levels in GLO1-depleted MDA-MB-468 cells were quantified by qRT-PCR. Data were analyzed using one-way ANOVA followed by Dunnett post-hoc test and shown as mean values ± SEM of three independent experiments. ns, not significant; *p < 0.05, **p < 0.01 and ***p < 0.001. **Figure S10**. DUSP5 overexpression decreases the migratory capacity of GLO1-depleted breast cancer cells. Migration ability toward serum of DUSP5-overexpressing MDA-MB-231 (A) and MDA-MB-468 (B) cells was assessed using Transwell filters. Representative filters are shown for each condition. **Table S1**. Remarkable genes coding for ECM components and ECM regulators, the expression of which is significantly modulated in GLO1-depleted MDA-MB-231 breast cancer cells. Genes shown in bold have been validated at the protein and/or mRNA expression levels. ns, not significant. **Table S2**. DUSPs and PPPs subunits expression data from RNASeq in GLO1-depleted MDA-MB-231 cells. Fold change and false discovery rate (FDR) are shown for both shGLO1 clones. ns, not significant. **Table S3**. Primer sequences and probes used for quantitative reverse transcription-PCR (qRT-PCR). **Table S4**. Antibodies and dilution used for western blot experiments.

How the deposited data were processed for this re-analysis (not part of the article)

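The samples were 9 RNA libraries of MDA-MB-231 cells, 3 from cells with a non-targeting shRNA (shNT) and 3 from each of 2 clones with an shRNA against GLO1 (shGLO1#1 and shGLO1#2). There was 1 control clone. The authors made the libraries from total RNA with a TruSeq RNA kit that does not mark the strand, produced reads with bcl2fastq 2.17, aligned them to hg19 with TopHat2 2.1.1 and counted them per gene with HTSeq, whose version is not given in the sources used here. The deposited values are these raw counts per gene symbol, with no normalization. The gene annotation and the strand setting of HTSeq are not given in the sources used here, so reads of overlapping genes on opposite strands cannot be separated.

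The libraries held 15314238 to 18495576 counts on genes. Between 12.8 and 15.2% of the counted alignments lay on no gene, 1.50 to 1.95% were ambiguous and 5.76 to 6.15% were not unique. The 10 genes with the highest counts took 4.68 to 5.45% of the gene counts. Between 16329 and 17067 genes were detected per library. Libraries of the same condition were compared for copies of each other, and none was identical to another (chi-square per degree of freedom 2.98 to 8.14). GLO1 counts fit the label of every library.

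Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 13704 of 26364. Library sizes were scaled by TMM (factors 0.972 to 1.04). Quasi-likelihood models of all 9 libraries compared shGLO1#1 with shNT, shGLO1#2 with shNT, shGLO1#2 with shGLO1#1, and both clones together with shNT. P-values were adjusted by the method of Benjamini and Hochberg over all genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds in the paper's supplementary legend. The standard error printed is the absolute log2 fold change divided by the square root of the F statistic. CPM are the values of edgeR's cpm function on the TMM-scaled library size, given as mean and SD of 3 libraries. These p-values measure the spread between libraries of a line, not between lines.

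Where a group had no count of a gene, its fold change is a lower bound against a floor of 3 counts over the group. Where it had 1 to 3 counts, the ratio is given with its exact (Clopper-Pearson) 95% interval. Floors and intervals cover counting error only. This rule was added after the counts were seen.

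Deviations of libraries from their condition means were correlated between libraries of the same replicate number. For shGLO1#2 and shNT all correlations were over 0.1 (0.21, 0.19 and 0.31), so the numbers pair these libraries. The pairing comes from the data, since the sources used here do not say what a number stands for. The third principal component (5.40% of the variance) fell from replicate 1 to 3 in every condition. The main models and the simulations hold no term for the replicate number.

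The comparisons, thresholds, gene lists and rule for named genes were set before the data were examined. The paper's results on these same libraries were known by then. Tests of lists on topics it reports, such as collagens and phosphatases, are therefore not independent of those results. The rule named every gene that the paper names by mRNA or protein in its text or in Figs. 1g to 1j, 2a, 5a, 6c, 6f and 7a. It also named the 10 genes higher and the 10 lower in both clones with the largest smaller change, with no overlap between shNT and shGLO1 libraries and at least 1 CPM in the higher group. For each clone it named the 5 higher and the 5 lower genes with the largest change that were called in that clone, not in the other, and between the clones. At most 5 genes called in opposite directions and up to 4 called members of each list completed it. Of the list members, those whose call ended when a library was left out are mostly not named at the claims. Some genes that the rule chose are not reported here. Genes of Fig. 1f were reported from the names legible in the picture, and further members of the phosphatase lists were named after their values were seen. A human reference annotation (GRCh38.p14) was used only for names and neighbours of genes.

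Of 39 gene lists, 38 had genes with enough counts and were tested with camera of limma 3.58.1 on voom values at a preset correlation of 0.01 between genes, 76 tests in 2 comparisons, adjusted together. Camera with an estimated correlation and fry were run beside it. The estimate lay below the preset for some lists (-0.0069 for matrix glycoproteins and -0.037 for laminins in shGLO1#1). For such lists a higher adjusted p with the estimate does not come from stronger correlation between their genes. Its source was not tested. Fry tests whether the genes of a list move on balance in 1 direction and does not compare the list with other genes. A list planned from the names in Fig. 6f was tested at first and left out after results had been seen, since its names had been read from a picture. The other list tests were then adjusted over 76 tests without it. Counts of called list members were also made with p-values adjusted over the list alone. A count of list members with no fold change limit was added after the data were seen.

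The overlap and correlation of the clones were set beside 20 simulations of unchanged groups that share a control. The alternatives were RLE, upper quartile and library size scaling, DESeq2 1.42.0, limma-voom, no filter on low counts (at least 1 count), a filter at a mean of 1 CPM, the replicate number as a block, each library left out in turn, models of the 6 libraries compared, a test of the fold change against the limit, no fold change limit, and other measures of correlation. Other splits of the libraries were fitted for each count, with 50 regroupings for results of both clones.

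Gene calls and the list test were tested on simulated counts drawn from the means and library sizes of these samples. For shGLO1#1, edgeR called 97 of 100 genes changed by a log2 fold change of 1.5 and 100 of 100 changed by 3, and 0 unchanged genes, among 13553 genes. For shGLO1#2 it called 99 and 100, and 1 unchanged gene, among 13571. Not analysed here were reads, proteins, qRT-PCR and the paper's other cell lines.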

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

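The shared-read, copy number and neighbouring-gene tests were written down before their values were seen, but after a first fit had shown the changes of the beta protocadherins, pregnancy-specific glycoproteins and MHC class II genes. The rule that the whole 95% interval must lie beyond the bound, used in the tests of GLO1 loss, copy number and neighbouring genes but not of shared reads, was chosen after the values were seen.

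The clones differed from each other in 971 genes (457 higher and 514 lower in shGLO1#2). The real split of the 6 libraries was 1 of 10, too few for a share under 0.05, with 971 genes in the real split and 0 in the highest other. GLO1 mRNA was lower in shGLO1#2, but a stronger loss of GLO1 mRNA as the main source is argued against, since only 23.9% of these genes (232; 95% interval 21.2 to 26.7) had the shGLO1#1 mean between those of shNT and shGLO1#2, and 54.6% (530) had shNT between the clones. Copy number differences between the clones stay open. Of the 951 placed genes, 20.0% (190; 17.5 to 22.7) lay in shifted windows of 25 neighbouring genes, against 10.3% of all genes. A part of the difference may thus follow such shifts. Shifted windows ran along parts of chromosomes 2, 6, 7, 16, 18 and X, among others. GLO1 lay in one with a median of -0.63, so a part of its difference between the clones may follow its region.

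Both clones as a single group differed from shNT in 989 genes in the model of 3 conditions and in 737 genes in a model of 2 groups, in which the real split was 1 of 84 and the highest other had 577 genes. That other split sets shGLO1#1 apart, setting shGLO1#2 apart gave 513 genes, and the 81 splits that mix conditions gave 0, so chance differences between lines are not excluded. Differences between clones that do not depend on GLO1 are a candidate explanation for part of the calls, given these 577 and 513 genes, and the design holds no further control clone to separate them from an effect of GLO1 depletion. Copy number differences between the clones stay open for a small part, since 4.65% of 968 placed genes (45; 3.41 to 6.17) lay in shifted windows, against 1.52% of all genes.

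Many members of 3 gene families that lie side by side moved in the same direction. Of 13 beta protocadherins tested, 13 were called higher in shGLO1#1 and 12 in shGLO1#2. Of 10 pregnancy-specific glycoproteins, 10 and 9 were called lower. Of 7 MHC class II genes, 6 and 4 were called higher, and the lowest was at -0.38 in shGLO1#2. Reads shared between paralogs as the whole source are argued against in each family, since the share of the family's counts held by a member changed in 30.8% of tests for beta protocadherins (8 of 26), 40.0% for pregnancy-specific glycoproteins (8 of 20) and 85.7% for MHC class II genes (12 of 14), where shared reads would keep these shares. A change of the whole region is argued against for the pregnancy-specific glycoproteins, whose 20 neighbours had a median log2 fold change of -0.057 (-0.28 to 0.29) in shGLO1#1 and 0.02 (-0.20 to 0.24) in shGLO1#2. A rise of the whole region would put the neighbours above 0.5. The values go against it for the MHC class II genes (0.044, -0.08 to 0.18, and -0.40, -0.54 to -0.24, opposite to the family). They also go against it for the beta protocadherins in shGLO1#2 (-0.04, -0.13 to 0.10). By this bound it stays open for the beta protocadherins in shGLO1#1 (0.18, -0.00 to 0.60), where 9 of the 20 neighbours are gamma protocadherins. A regional rise as large as that of the family is argued against there. The beta protocadherins had a median of 2.54 and a lowest member at 1.62, while the highest neighbour, PCDHGB1, was at 1.34. A regulatory change of each cluster may remain as a hypothesis for the pregnancy-specific glycoproteins, and no test of it was run.

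Many of the genes named at the claims also differed between the clones, by edgeR's test of shGLO1#2 against shGLO1#1. For the genes called in a single clone alone, this was a condition of naming them. Among genes named in the paper, the log2 fold change of shGLO1#2 against shGLO1#1 was -2.15 for GLO1, -1.67 for LUM, 1.22 for COL6A2, -2.35 for COL6A3, 1.81 for SALL4, -3.79 for B3GNT7, 2.35 for GLI2 and 1.43 for DUSP1. The call of COL6A2 between the clones ended without shGLO1#1 replicate 3 (1.00, just under the limit). Among genes that rose in both clones, it was 4.07 for ADD2, -1.05 for GNAO1, 1.57 for RTN1, 5.56 for TNS1, -1.36 for SALL2, 1.54 for PCBP3 and 2.08 for KALRN. The call of GNAO1 ended without shGLO1#1 replicate 1 (-0.97). Among genes called in shGLO1#1 alone, it was -2.42 for SHC2, -2.47 for PROM2, -1.95 for PCDH18, 4.28 for CCAT1, 4.11 for UCA1, 3.72 for LINC-ROR and 2.61 for KBTBD11. PTGFRN was 40.3-fold (95% interval 13.5 to 198) and FLRT3 50.3-fold (8.64 to 2026) higher in shGLO1#1 than in shGLO1#2. Among genes called in shGLO1#2 alone, it was 2.88 for BEND4, 4.94 for LINC00632, 6.00 for COL11A1, -4.06 for FAM50B, -3.23 for SCEL, -3.96 for LRRTM3 and -3.10 for MALRD1. MAGEC3 was 33.1-fold (8.79 to 279) and ACVRL1 27.9-fold (9.21 to 138) higher in shGLO1#2 than in shGLO1#1, and MTMR8 was 20.8-fold (5.42 to 177) lower. Among genes with opposite directions, it was -4.18 for RNF128, -4.36 for CEMIP, -4.13 for C16orf45 and 5.24 for KISS1, and STXBP6 was 1102-fold (197 to 43586) higher in shGLO1#2.

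Some signals lie outside the genes the paper discusses. Of 37 interferon-stimulated genes, 13 were called higher in shGLO1#1 and 10 in shGLO1#2. Of 10 pregnancy-specific glycoprotein genes tested, 10 were lower in shGLO1#1 and 9 in shGLO1#2. Of 23 epithelial markers, 6 were lower in shGLO1#1 and 10 in shGLO1#2. Cholesterol synthesis genes had a median log2 fold change of -0.81 in shGLO1#1 and 0.08 in shGLO1#2. Of the 550 genes called in both clones in the same direction, 460 are named neither in the paper's text nor in its figures as read here.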

How the results depend on the processing

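The count of list members with no fold change limit was chosen after the data were seen, and all other alternatives were planned. RLE, upper quartile and library size scaling, DESeq2, limma-voom, the filters on low counts and models of 6 libraries kept the counts of genes they gave within 1.5 times the main values. The models of 6 libraries gave none for both clones together. Of the 1197 and 1052 genes called in shGLO1#1 and shGLO1#2, the same genes were called in the same direction 1195 and 1045 times with RLE, 1143 and 985 with DESeq2, 1181 and 1029 with limma-voom, and 927 and 779 with a mean of at least 1 CPM. Tested against a log2 fold change of 1, 468 genes passed in shGLO1#1, 481 in shGLO1#2, 318 between the clones and 384 in both together, with 191 in both clones and 187 in the same direction. This test is stricter by construction. With no fold change limit the counts were 6267, 5221, 6369 and 5775, with 3056 in both clones and 2540 in the same direction, and the share of higher genes in shGLO1#1 was 49.5% in place of 68.5% and in shGLO1#2 48.1% in place of 66.3%. Spearman's rho between the clones was 0.44 in place of Pearson's r of 0.60. Of the 76 list tests, 30 passed with the preset correlation, 0 with an estimated correlation and 55 with fry.

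Leaving out each library gave 1158 to 1263 genes in shGLO1#1, 999 to 1140 in shGLO1#2, 938 to 1026 between the clones, 910 to 1046 in both together (989 with all libraries), 528 to 609 in both clones, 499 to 587 in the same direction and r of 0.58 to 0.64. For shGLO1#1 against shNT (correlations -0.03, 0.06 and 0.25) and between the clones (0.20, 0.07 and 0.34) the libraries share only a number by the rule used here, and 5 of 9 libraries correlated best with their own number in both other conditions. With the replicate block, 1217, 1076, 989 and 997 genes passed in shGLO1#1, in shGLO1#2, between the clones and in both together, with 592 in both clones and 30 list tests. In shGLO1#2 against shNT, whose libraries are paired by their numbers, PCDH18 gained a call, and no other named gene gained or lost one. Of the 4 splits of these libraries that part all 3 pairs, the real one called 1052 genes and the highest other 0.

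Some named genes that were not called turned sign. With library size alone, SMAD4 in shGLO1#1 was at 0.023 (main -0.049), SCEL at 0.015 (-0.055) and ALDOC at 0.0019 (-0.071). Leaving out each library, shGLO1#1 values ran from -0.46 to 0.18 for SCEL, -0.35 to 0.29 for MALRD1 (main -0.11), -0.16 to 0.32 for ID4 (0.13), -0.52 to 0.085 for AKR1C1 (-0.17), -0.19 to 0.075 for ALDOC and -0.013 to 0.14 for TOP2A (0.050). In shGLO1#2 they ran from -0.37 to 0.021 for CCDC80 (main -0.13), -0.0040 to 0.44 for LINC-ROR (0.22) and -2.71 to 1.88 for FLRT3 (-0.84), which has few counts. Of the values of named genes tested under the alternatives, 8462 stayed called or not called as they were, 129 lost the call, 28 gained it and 18 turned sign. Of the counts of called members of the lists, 1300 stayed within 1.5 times and 144 did not, many of them with no fold change limit. At 3 libraries per condition and this depth, changes near the fold change limit and genes with few counts are the least certain. The causes were not tested.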

Differences from the paper's values

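The counts of phosphatases with no fold change limit were chosen after the result was seen, and the other comparisons were planned. In shGLO1#1, 1197 genes were called and the paper's value is 809, and in shGLO1#2 the values are 1052 and 738. Both lay within 1.5 times in the main fit. In shGLO1#1, 11 settings lay beyond 1.5 times and 10 did not. In shGLO1#2, 4 did and 17 did not. At the paper's thresholds, 577 genes were called in both clones, and the paper's value is 337. Of the alternatives set before the data were examined, the filter at a mean of 1 CPM gave 439, which is within 1.5 times the paper's value, and the others were not. For genes in both clones with the same direction the value was 550 and the paper's is 323. The same filter gave 417, and the other alternatives stayed beyond 1.5 times. The correlation of the clones was 0.60, and the paper's is about 0.54 in Fig. 1c, read by eye. With no filter on low counts it was 0.536, and under the other alternatives it differed by more than the reading allows.

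The paper describes the SMAD1 targets of Fig. 6f as up-regulated in the RNASeq data. Of its 7 names, 6 were tested, of which 5 were called higher in shGLO1#1 and 4 in shGLO1#2. The paper's text counts more targets than these 7 names, and the others were not examined here. B3GNT7 was not called in shGLO1#2 (log2 fold change -0.63, adjusted p = 0.186 from edgeR's quasi-likelihood test). SALL4 was not called in shGLO1#1 (0.57, adjusted p = 0.486). MAP4K4 was not called in shGLO1#2, where it was at 0.25, under the fold change limit. With no fold change limit MAP4K4 passes in shGLO1#2 (adjusted p = 0.00626). PECAM1, GLI2 and LEF1 were higher in both clones.

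The paper describes decreased expression of DUSP and PPP phosphatase genes in the RNASeq data. Over the 17 DUSPs tested, 3 were lower and 0 higher in shGLO1#1 and 1 lower and 0 higher in shGLO1#2, and with no fold change limit 6 were lower and 6 higher in shGLO1#1 and 5 lower and 3 higher in shGLO1#2. Over 60 PPP subunits, 1 was lower and 1 higher in shGLO1#1, and 0 were lower and 1 higher in shGLO1#2. With no fold change limit, a count chosen after the values were seen, 12 were lower and 10 higher in shGLO1#1. In shGLO1#2, 15 were lower and 3 higher. Some of those lower in shGLO1#2, such as PPP4R1 and PPP2R5D, lie in regions shifted down in that clone against shGLO1#1. DUSP5 was lower in both clones with no fold change limit (-0.91 and -0.56). Camera gave no shift past its threshold for the DUSPs (adjusted p = 0.681 and 0.253) or the PPP subunits (adjusted p = 0.658 and 0.153). Fry gave a shift down of the DUSPs in both clones (adjusted p = 0.00440 and 0.00408) and of the PPP subunits in shGLO1#2 (adjusted p = 0.000986). Fry passed in 55 of the 76 list tests, and the median of the DUSPs in shGLO1#1 was 0.10.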

Other observations

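The counts of list members with no fold change limit and the medians by chromosome were chosen after the results were seen.

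Several interferon-stimulated genes rose in both clones. OASL, an antiviral protein, rose from 10.3 ± 1.96 CPM in shNT to 45.2 ± 3.82 in shGLO1#1 and 40.3 ± 6.5 in shGLO1#2 (SD, n = 3 each), with log2 fold changes of 2.13 (SE 0.14, adjusted p = 9.78e-08 from edgeR's quasi-likelihood test) and 1.96 (SE 0.14, adjusted p = 2.98e-07). OAS1 had log2 fold changes of 3.65 and 2.40, and MX2 of 2.18 and 3.50. Of 37 interferon-stimulated genes tested, 13 were higher and 0 lower in shGLO1#1, and 10 were higher and 0 lower in shGLO1#2, also when adjusted over the list alone (camera adjusted p = 1.66e-08 and 6.72e-08; adjusted p = 0.284 with an estimated correlation in each). MHC class II genes, whose products present antigen, rose too. CIITA, their main activator, which overlaps DEXI, rose by log2 fold changes of 3.84 and 3.38, HLA-DRA by 5.22 and 3.56, and HLA-DPA1 by 4.94 and 4.14. HLA-DPB1, which overlaps HLA-DPA1, had no count in shNT and was at least 13.3-fold and 5.74-fold higher. HLA genes are paralogs that may share reads, and their share of counts per member changed in 85.7% of tests. Of 9 genes of the MHC class II list, 8 were higher in shGLO1#1 and 6 in shGLO1#2 (8 and 7 when adjusted over the list alone; camera adjusted p = 5.18e-06 and 2.45e-04; adjusted p = 0.284 and 0.292 with an estimated correlation). HLA-B, a class I gene, rose in shGLO1#1 (1.82) and was at 0.39 in shGLO1#2. Of 12 MHC class I genes, 2 were higher in shGLO1#1 and 0 in shGLO1#2, also when adjusted over the list alone (camera adjusted p = 7.89e-05 and 0.137; adjusted p = 0.284 with an estimated correlation in shGLO1#1).

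Several epithelial markers fell. Besides CDH1, the mucin MUC1 fell in shGLO1#2 (log2 fold change -3.57, SE 0.33, adjusted p = 2.41e-06 from edgeR's quasi-likelihood test) and SPINT1, an inhibitor of serine proteases, fell by -2.53 (SE 0.16, adjusted p = 1.12e-07). Of 23 epithelial markers, 0 were higher and 6 lower in shGLO1#1, and 1 was higher and 10 lower in shGLO1#2, also when adjusted over the list alone (camera adjusted p = 7.40e-04 and 1.74e-05; adjusted p = 0.310 and 0.284 with an estimated correlation). Mesenchymal markers went both ways: fibronectin (FN1, which overlaps ATIC) rose in shGLO1#1 (1.41) and was at 0.55 in shGLO1#2. Of 13 mesenchymal markers, 1 was higher and 2 were lower in each clone, also when adjusted over the list alone (camera adjusted p = 0.692 and 0.172). Some genes of cholesterol synthesis fell in shGLO1#1, where MVD had a log2 fold change of -1.29 (SE 0.11, adjusted p = 1.09e-06). Of 19 genes of this list, 0 were higher and 3 lower in shGLO1#1, and 1 was higher and 1 lower in shGLO1#2, also when adjusted over the list alone (camera adjusted p = 2.79e-09 and 0.705; adjusted p = 0.284 with an estimated correlation in shGLO1#1). The carbonic anhydrase genes CA12 (1.86 and 1.86) and CA9 (1.60 and 2.07), which hypoxia induces, rose in both clones. Of 17 hypoxia genes, 3 were higher and 0 lower in each clone, also when adjusted over the list alone (camera adjusted p = 4.00e-04 and 8.51e-05; adjusted p = 0.284 with an estimated correlation in each).

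SMAD1, SMAD5, SMAD4 and TGFBR1, which carry TGF-beta and BMP signals, stayed under the fold change limit in both clones. SMAD1 was 7.86 CPM in shNT, with log2 fold changes of 0.45 (SE 0.15, adjusted p = 0.0225 from edgeR's quasi-likelihood test) and 0.34 (SE 0.15, adjusted p = 0.0851). SMAD5 was at 0.17 and 0.21, SMAD4 at -0.05 and -0.56, and TGFBR1 at 0.34 and 0.16. SMAD4 lies on chromosome 18, whose tested genes had a median log2 fold change of -0.56 in shGLO1#2. Of 23 SMAD and receptor genes, 0 were higher and 1 lower in shGLO1#1, and 1 was higher and 0 lower in shGLO1#2, also when adjusted over the list alone (camera adjusted p = 0.105 and 0.766). Of 19 TGF-beta response genes, 4 were higher and 2 lower in shGLO1#1, and 3 were higher and 2 lower in shGLO1#2, also when adjusted over the list alone (camera adjusted p = 0.00620 and 0.743; adjusted p = 0.292 with an estimated correlation in shGLO1#1). PMEPA1, an inhibitor of SMAD signaling that overlaps NKILA, rose in shGLO1#1 (2.42) and was at -0.51 in shGLO1#2. Of 13 BMP response genes, 0 were higher and 2 lower in shGLO1#1, and 1 was higher and 3 lower in shGLO1#2, also when adjusted over the list alone (camera adjusted p = 0.696 and 0.675). Of 21 ERK pathway output genes, EPHA4 rose in shGLO1#1 (1.28), and 0 were called in shGLO1#2, also when adjusted over the list alone (camera adjusted p = 0.0488 and 0.0317; adjusted p = 0.590 and 0.554 with an estimated correlation). With no fold change limit, 10 ERK output genes were higher and 3 lower in shGLO1#1, and 11 were higher and 3 lower in shGLO1#2.

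Other lists are given as values, with counts of higher and lower genes in shGLO1#1 and then shGLO1#2, and camera adjusted p in the same order. Counts adjusted over the list alone were the same unless given. Leaving out a library moved some counts by over 1.5 times, also in the lists above. Without shGLO1#2 replicate 1 no YAP/TEAD target was called in shGLO1#2 (ANKRD1 -0.90, F3 -0.99). The call of ANKRD1 in shGLO1#2 also ended with RLE (-0.998), upper quartile or library size scaling and with DESeq2. It ended as well without shNT replicate 1 or 3 or shGLO1#2 replicate 2 (-0.95). Without shNT replicate 1, BMP response genes had 0 and 1 in shGLO1#1 (SMAD6 at -0.80 lost its call) and 0 and 2 in shGLO1#2, NRF2 targets had 1 and 0 in shGLO1#1, cholesterol synthesis genes had 0 and 5 in shGLO1#1, and glycolysis genes had 2 and 0 in shGLO1#2. Without shNT replicate 3, synaptic genes had 2 and 0 in shGLO1#1, cholesterol synthesis genes had 1 and 0 in shGLO1#2, glycolysis genes had 1 and 1 in shGLO1#1, and SMAD and receptor genes had 1 and 1 in shGLO1#2. Without shNT replicate 2, fibroblast markers had 0 and 2, and 0 and 1. An ERK output gene was called lower in shGLO1#1 without shGLO1#1 replicate 1, and 1 was called higher in shGLO1#2 without shGLO1#2 replicate 2. YAP/TEAD targets (22 tested) had 1 and 3, and 0 and 2 (0.658 and 0.692). NRF2 targets (25) had 2 and 0, and 3 and 0 (0.139 and 0.299). Glyoxalase and dicarbonyl detoxification genes (22) had 3 and 1 in each clone (0.229 and 0.675). ALDH3A1, an aldehyde dehydrogenase, rose in both clones (2.08 and 1.86). Glycolysis genes (23) had 1 and 0 in each clone (0.658 and 7.71e-04; adjusted p = 0.454 with an estimated correlation in shGLO1#2). Inflammatory genes (24) had 1 and 3, and 3 and 1 (2 and 1 when adjusted over the list alone), at 0.865 and 0.153. NLRP3, an inflammasome sensor, rose in both clones (2.49 and 3.35). Proliferation genes (30) had 0 called in edgeR's test in either clone, while 18 were lower and 0 higher in shGLO1#1 and 6 lower and 5 higher in shGLO1#2 with no fold change limit (1.80e-05 down in shGLO1#1 and 0.705; adjusted p = 0.451 with an estimated correlation in shGLO1#1). Unfolded protein and heat shock genes (23) had 0 and 2, and 0 and 0 (2.73e-05 down in shGLO1#1 and 0.705; adjusted p = 0.420 with an estimated correlation in shGLO1#1). Synaptic genes (18) had 3 and 1 (4 and 1 when adjusted over the list alone), and 1 and 2, at 0.0402 and 0.705, with adjusted p = 0.284 with an estimated correlation in shGLO1#1. Genes tied to lung colonisation by MDA-MB-231 variants (10) had 2 and 0, and 3 and 0 (0.235 and 0.675). Luminal markers (13) had 4 and 0, and 2 and 1 (0.658 and 0.766).

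Markers of other cell types were counted as well. Fibroblast markers (3 tested) had 0 higher and 1 lower in shGLO1#1 and 1 and 1 in shGLO1#2, leukocyte markers (7) had 1 and 1 in each clone, and endothelial markers (6) had 1 and 0, and 4 and 0, also when adjusted over the list alone. Camera gave adjusted p = 0.443 and 0.852, 0.705 and 0.219, and 0.229 and 0.0317, with adjusted p = 0.292 with an estimated correlation for endothelial markers in shGLO1#2. PTPRC, the leukocyte antigen CD45, fell (-2.79 and -1.71), and ROBO4, a receptor of endothelial cells, rose in shGLO1#2 (2.51) from 5.72 ± 0.826 to 32.6 ± 2.75 CPM (SD, n = 3 each).

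The 196 genes tested on chromosome 18 had a median log2 fold change of -0.56 in shGLO1#2, where 90.8% of them were below 0, and of -0.16 in shGLO1#1. Medians by chromosome were looked at after the calls, and chromosome 18 is given for its low median in shGLO1#2. The first principal component (46.6% of the variance) separated shNT from both clones, and the second (35.9%) separated the clones.

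Splits of the libraries were set beside each count. For shGLO1#1 and for shGLO1#2 against shNT, the real split was 1 of 10, too few for a share under 0.05, with 1197 and 1052 genes in the real splits and 0 in the highest other of each. For genes called in both clones in the same direction, chance is not taken as excluded. Of 50 regroupings, only the real 1 reached 550, and the highest other was 377, with a whole shGLO1 clone as the control. Another such regrouping had 338 and the other 47, which mix lines within the control, had 0, so the real value is the highest of 3 lines. For the correlation of the clones the regroupings do not exclude chance, since 20 of 50, the real one included, had an r as large as 0.60, with a highest other value of 0.91. Regroupings that mix lines carry the differences between the lines. Simulated unchanged groups that share a control hold no such differences and stayed at an r of 0.49 to 0.53. For the list tests chance is not taken as excluded. Of 50 regroupings, 2 had a count as large as the real 30, and the highest other, which mixed the conditions, had 31.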
